# Transcriptomics Provides Novel Insights into the Regulatory Mechanism of IncRNA HIF1 A-AS1 on Vascular Smooth Muscle Cells

**DOI:** 10.21470/1678-9741-2022-0260

**Published:** 2023-09-19

**Authors:** Jin Yang, Zhiqiang Gong, Junjie Dong, Haotian Li, Bing Wang, Kaili Du, Chunqiang Zhang, Lingqiang Chen

**Keywords:** Apoptosis, Hypoxia Inducible Factor 1, RNA Sequence Analysis, Thoracic Aortic Aneurysm, Vascular Smooth Muscle Cells

## Abstract

**Introduction:**

Thoracic aortic aneurysm is a potentially fatal disease with a strong genetic contribution. The dysfunction of vascular smooth muscle cells (VSMCs) contributes to the formation of this aneurysm. Although previous studies suggested that long non-coding ribonucleic acid (RNA) hypoxia inducible factor 1 α-antisense RNA 1 (HIF1A-AS1) exerted a vital role in the progression and pathogenesis of thoracic aortic aneurysm, we managed to find a new regulatory mechanism of HIF1A-AS1 in VSMCs via transcriptomics.

**Methods:**

Cell viability was detected by the cell counting kit-8 assay. Cell apoptosis was assessed by Annexin V-fluorescein isothiocyanate/propidium iodide double staining. Transwell migration assay and wound healing assay were performed to check the migration ability of HIF1A-AS1 on VSMCs. The NextSeq XTen system (Illumina) was used to collect RNA sequencing data. Lastly, reverse transcription-quantitative polymerase chain reaction confirmed the veracity and reliability of RNA-sequencing results.

**Results:**

We observed that overexpressing HIF1A-AS1 successfully promoted apoptosis, significantly altered cell cycle distribution, and greatly attenuated migration in VSMCs, further highlighting the robust promoting effects of HIF1A-AS1 to thoracic aortic aneurysm. Moreover, transcriptomics was implemented to uncover its underlying mechanism. A total of 175 differently expressed genes were identified, with some of them enriched in apoptosis, migration, and cell cycle-related pathways. Intriguingly, some differently expressed genes were noted in vascular development or coagulation function pathways.

**Conclusion:**

We suggest that HIF1A-AS1 mediated the progression of thoracic aortic aneurysm by not only regulating the function of VSMCs, but also altering vascular development or coagulation function.

## INTRODUCTION

An aneurysm results from the walls of a blood vessel weaken, causing localized dilatations of the supra-diaphragmatic aorta^[1]^. Aneurysm growth is concentrated with dissection (tearing) or rupture of the aortic wall. Aneurysms may form in any blood vessel of our body, but most commonly in the aorta. The aorta is mainly divided into the thoracic aorta and the abdominal aorta. Thoracic aortic aneurysm (TAA) may involve one or more segments of the thoracic aorta. TAA of the arch or descending thoracic aorta is life-threatening if undiagnosed or neglected as aneurysms expand. Based on the diameter of the aorta and its suspected causes, drug intervention or even ascending aortic replacement may be necessary^[2]^. Nevertheless, patients surviving surgery are more likely to suffer from serious complicating diseases, such as myocardial infarction, renal failure, stroke, neurological deficits, and paraplegia^[3]^. At present, the effective treatment and prevention of TAA are still challenging and limited due to their uncertain pathogenesis. Therefore, revealing the molecular mechanism for the TAA is indispensable for developing effective treatment.

The aortic media mainly consists of vascular smooth muscle cells (VSMCs), which are the main source of extracellular matrix proteins such as collagen and elastin^[4]^.To a great extent, VSMCs determine the biological properties of the aortic wall, where they are of importance in maintaining the normal physiological function of blood vessels. The dysfunction of VSMCs is considered to be an important cause for the formation of TAA^[5]^.

Non-coding ribonucleic acids (RNAs) mainly consist of short/small RNAs, circular RNAs, and those greater than 200 bases, who are called long non-coding RNAs (lncRNAs)^[6,7]^. Although the biological function of IncRNAs have not been thoroughly investigated, numerous IncRNAs have been proved as powerful regulators of diverse human diseases^[8,9]^. Hypoxia inducible factor 1 a(HIF1A) are transcription factors that are activated in response to decreased oxygen availability in the cellular environment. 

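In the reference annotation (GENCODE release 29, GRCh38), HIF1A-AS1 (ENSG00000258777) lies on the minus strand of chromosome 14, from 61681041 to 61695823. It has 1 annotated transcript of 2 exons. Exon 1 runs from 61695707 to 61695823 and is 117 nt long, and exon 2 runs from 61681041 to 61681575 and is 535 nt long, which gives a spliced transcript of 652 nt. HIF1A (ENSG00000100644), which encodes the oxygen-regulated subunit of the transcription factor HIF-1, lies on the plus strand from 61695513 to 61748259. The 2 genes overlap by 311 bases at the start of HIF1A, so that exon 1 of HIF1A-AS1 lies opposite the first exon of HIF1A, while exon 2 of HIF1A-AS1 lies outside HIF1A. Reads from the shared stretch can be given to the right gene only when they are counted by strand, and the strand used for counting is not given in the sources used here.

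**Figure D1:**
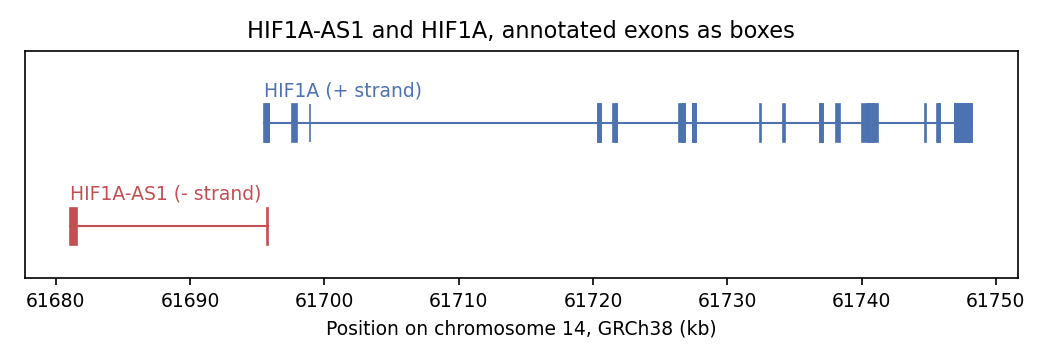
Map of the HIF1A-AS1 and HIF1A genes on chromosome 14 of GRCh38, with the position in kb on the x axis, annotated exons as boxes (the exons of all HIF1A transcripts are drawn together) and the strand beside each name. The genes meet head to head and overlap by 311 bases.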

LncRNA hypoxia inducible factor 1 α-antisense RNA 1 (HIF1A-AS1), as one of three kinds of antisense RNA of HIF1A, is located on the antisense strand of HIF1A of human chromosome 14, and the length of mature body is 652 nt^[10]^.

HIF1A-AS1 may exert a vital part in the occurrence and development of some cardiovascular diseases, especially TAA. Our previous study discovered that Clopidogrel inhibited apoptosis and facilitated proliferation in palmitic acid (PA)-treated human vascular endothelial cells by suppressing the mediator HIF1A-AS1^[11]^. Serum exosomes and exosomal HIF1A-AS1 expression level could act as potential biomarkers for atherosclerosis^[12]^. Accumulating evidence provides compelling arguments supporting the involvement of HIF1A-AS1 in the pathogenesis of TAA. It was found that HIF1A-AS1 regulated the proliferation and apoptosis of VSMCs *in vitro* and that the expression of HIF1A-AS1 in serum of TAA patients was upregulated compared with normal control (NC), which might contribute to the pathogenesis of TAA^[13]^. HIF1A-AS1 was found to be upregulated in TAA patient serum via a hierarchical cluster analysis. Silence of HIF1A-AS1 could decrease apoptosis and promoted viabilities of VSMCs induced by PA treatment^[14]^. The abovementioned piece of evidence revealed HIF1A-AS1 is of great importance in the progression of TAA. In addition, the mechanism of HIF1A-AS1 on regulating TAA have been investigated as well. HIF1A-AS1 was reported to be involved in intracranial aneurysms by regulating VSMC proliferation through the upregulation of transforming growth factor beta 1 (TGFβ1)^[15]^. Zhang et al. suggested that HIF1A-AS1 regulated the cell function of VSMCs by regulating let-7g/apoptotic protease activating factor-1 (APAF-1) axis, resulting in development of TAA^[16]^.

Although the role of HIF1A-AS1 in VSMCs have been studied, we managed to find a new regulatory mechanism of HIF1A-AS1 in VSMCs via transcriptomics. In our current study, using a lentivirusbased overexpression system, we found that overexpressing HIF1A-AS1 greatly promoted the apoptosis, observably altered cell cycle distributions, and markedly reduced migration of VSMCs. These data suggested that this IncRNA precisely mediated VSMCs function and owned robust promoting potential to TAA. Additionally, transcriptomics was implemented to explore the underlying mechanism. By setting a strict threshold, we discovered 175 differently expressed genes (DEGs) that may have contributed to this phenomenon. Bioinformatics results revealed most of them enriched in apoptosis, migration, and cell cycle-related pathways. Intriguingly, some DEGs were noted in vascular development or coagulation function pathways. Reverse transcription-quantitative polymerase chain reaction (RT-qPCR) was finally resorted to confirm the veracity and reliability of RNA-sequencing results. In view of this, we suggested that HIF1A-AS1 mediated the progression of TAA by not only regulating the function of VSMCs, but also altering vascular development or coagulation function. Abovementioned findings manifested the crucial role played by HIF1A-AS1 in VSMCs. Our study may provide new clinical ideas for the treatment of TAA.

## METHODS

### Ethics Statement

The approval for experiments was obtained from the Animal Experiment Ethics Committee of Kunming Medical University (approval No. KMMU2021016).

### Cell Line and Treatments

Human aortic VSMCs were purchased from the Shanghai Cell Bank of the Chinese Academy of Sciences (Shanghai, China). The cells were cultured in Dulbecco’s modified Eagle’s medium (Gibco), which contained 10% fetal bovine serum (Gibco) in a 5% CO_2_ incubator at 37°C. When the cell density was > 80%, we washed the cells twice with sterilized phosphate-buffered saline (PBS). Subsequently, 0.25%o trypsin was added to dissociate the cell-cell contacts. After centrifugation (1000 r/min, five minutes), the cells were resuspended in complete medium with 10% fetal bovine serum for further use.

### Plasmid Construction, Lentivirus Package, and Transfection

HIF1A-AS1 cardiovascular diseases was amplified and subcloned into the pLVX-Puro 1.0 empty plasmid using the restriction sites for EcoRI and BamHI (Thermo Scientific). About 2 µg of plasmids were mixed with the lentivirus packaging plasmids pHelper 1.0, pHelper 2.0, and Opti-MEM according to the previous standard protocol^[17]^. Subsequently, VSMCs were infected with 20 multiplicity of infection lentivirus for 24 hours and then incubated in fresh medium. Finally, the cells were washed after 24 hours. The sequences of the cloning primers are listed in Table 1.

**Table 1:** Primer used in reverse transcription-Quantitative polymerase chain reaction.

Gene/shRNA	Forward primer (5'-3')	Reverse primer (5'-3')
IFI27	AATCGCCTCGTCCTCCATAGC	TCGCAATGACAGCCGCAATG
SERPINB2	CCGAGTGAAGCGATGTGGAAC	GGTAGGTAGTGGAGCAGGGATTC
TXNIP	TGCCACCACCGACTTATACTGAG	GCCTGCTGACCACCTCCTAC
S100A7	CTGCTGACGATGATGAAGGAGAAC	GCTTGTGGTAGTCTGTGGCTATG
KRT1	TTCCCTTACTCTACCTTGCTCCTAC	CCACCACCTCCTCCACTGC
FRY	GCTGTTCGTGAGGAGGAGGAC	GCAAGGATGGCTGAGAAGAAGG

FRY=FRY microtubule binding protein; IFI27=interferon alpha inducible protein 27; KRT1=keratin 1; S100A7=S100 calcium binding protein A7; SERPINB2=serpin family B member 2; shRNA=short hairpin ribonucleic acid;TXNIP=thioredoxin interacting protein

### Apoptosis Detection

Apoptosis was assessed by Annexin V-fluorescein isothiocyanate (FITQ/propidium iodide (PI) double staining (KeyGEN BioTECH, Nanjing, China) according to the manufacturer’s protocol, followed by flow cytometry analysis (BD Pharmingen, San Diego, California, United States of America). VSMCs (5.0 × 10^5^/well, 1 ml) were plated in 6-well plates and then washed in PBS to remove the impurities. The cells were resuspended in staining buffer containing 5 µl Annexin V-FITC and 10µl PI for 15 minutes in the dark. Cells were added 300 µl binding buffer and then analyzed by flow cytometry within one hour.

### Cell Cycle Assay

The cell cycle assay was performed as previously described with a slight change^[18]^. In brief, cells were seeded into 96-well plates and then harvested (1 x 10^6^ cells per group) 48 hours later. After centrifugation for three minutes, the cells were collected and fixed with 70% ethanol at 4°C. After 0, 24, 48, and 72 hours, 10 µl cell counting kit-8 solution (Beyotime, Shanghai, China) was added into each well. The cells were cultured for another 0.5 hour before use. The optical density value was captured by microplate reader (Bio-Rad, Hercules, California, United States of America) at 450 nm.

### Transwell Invasion

Transwell invasion assay was performed according to the manufacturer’s instructions. Briefly, chambers were assembled in 24-well plates 8 urn pore transwell inserts (BD Falcon, Franklin Lakes, New Jersey, United States of America), which were coated with 50 µl Matrigel (diluted 1:4 in serum-free media). Treated cells (1×10^5^) were added to the upper chamber medium. Invaded cells on the underside of the inserts were fixed with 4%o paraformaldehyde and stained with 0.1%o crystal violet. Images were captured using a stereo microscope (Leica, Wetzlar, Germany). The cells were counted under the TS100 microscope.

### Wound Healing Assay

VSMCs (5 × 10^5^ cells) were seeded in a 6-well plate for 48 hours and plated on coverslips, and then allowed to reach confluence. Cells were assessed for confluency as a monolayer via light microscopy before the initiation of the wound-healing assay. Scratches were made through a 96-pin tool (Woundmaker), according to the protocol provided by the manufacturer. The cells were washed three times with PBS to remove cell debris and cultured in fresh serum-free media for 12 hours in 37°C, 5% CO_2_ incubator. Images of the wound were taken at 0,24, and 48 hours at x 40 magnification, and the extent of wound size was measured using IMAGEJ software in three wells per group.

### RNA Extraction and Sequencing

Total RNA was extracted from prepared cells using TRIzol reagent (Invitrogen; Thermo Fisher Scientific, Inc.). The RNA was further purified with two phenol-chloroform (1:1) (Beijing Solarbio Science & Technology Co., Ltd., Beijing, China) treatments for 15 minutes at 4°C. Then the cells were treated with RQ1 DNase (Promega, Madison, United States of America) for 30 minutes at 4°C to remove deoxyribonucleic acid. The quality and quantity of the purified RNA were assessed by measuring the absorbance at 260 and 280 nm, and the A260:A280 ratio using a Smartspec Plus Spectrophotometer (Bio-Rad Laboratories, Inc., Hercules, California, United States of America). The integrity of RNA was confirmed by 1.5% agarose gel electrophoresis. 10 µg of total RNAs from each sample were applied to RNA-seq library preparation by a Balancer NGS Library Preparation kit (Gnomegen, San Diego, California, United States of America). Polyadenylated messenger RNAs (mRNAs) were purified and concentrated with oligo (dT)-conjugated magnetic beads (Invitrogen; Thermo Fisher Scientific, Inc.), according to the manufacturer’s protocol. The libraries were prepared using the purified mRNAs through the TruSeq Stranded Total RNA LT Sample Prep Kit (Illumina, Inc., San Diego, California, United States of America). The NextSeq XTen system (Illumina) was used to collect RNA sequencing data.

### Bioinformatic Analysis

The functions of those identified DEGs were annotated by applying gene ontology (GO) annotation software (http://david.abcc.ncifcrf. gov/home.jsp) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database (http://www.genome.jp/kegg).

### Reverse Transcription-Quantitative Polymerase Chain Reaction

To validate the mRNA-seq data, real-time quantitative PCR (qPCR) was applied for detecting some mRNAs randomly selected from those DEG. The primers used are listed in Table 1. The qPCR conditions were as follows: pre-denaturation at 95°C for one minute, 40 cycles of denaturing at 95°C for 15 seconds, annealing at 60°C for 30 seconds, and elongation at 72°C for 40 seconds. The results were quantified by the 2 ^−△△CT^ method^[19]^.

### Statistical Analysis

The results are presented as the means ± standard error of mean or standard deviation for the indicated number of experiments. Three independent experiments were performed. Quantitative data were compared using the x^2^ test. Statistical significance was evaluated by Student’s *t*-test and analysis of variance assay. *P*-values ≤ 0.05 were considered to be statistically significant.

###  Availability of Data and Materials

The data sets analyzed during this study are available from the NCBI public repository (accession number: GSE202078).

## RESULTS

### Establishment of a Lentivirus-Based Overexpression System for HIF1A-AS1 in VSCMs

VSCMs have been widely used in the studies on TAAs progression and cancer-related signaling pathways. We overexpressed (OE) the full length of HIF1A-AS1 gene stably in VSCMs via a lentivirusbased expression system (or ptt5-HIF1 A-AS1). Correspondingly, empty plasmid was transfected to VSMCs as control under the same condition. In order to assess the transfection efficiency of VSCMs specific to this IncRNA, we measured the expression level of HIF1A-AS1 in those two groups of cells. The efficacy of HIF1A-AS1 overexpression, as assessed by RT-qPCR, was shown by about 38-fold increase at transcriptional level (Figure 1A). It manifested a successful establishment of the lentivirus-based HIF1A-AS1 overexpression system.

**Fig. 1:**
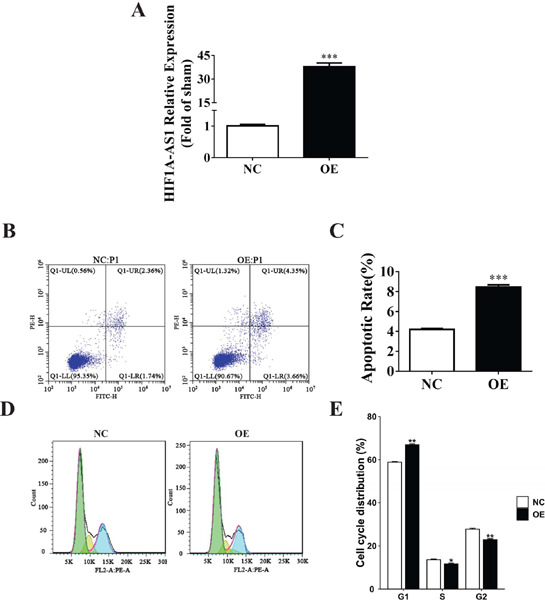
Hypoxia inducible factor 7 α-antisense RNA 1 (HIF1A-AS1) facilitated apoptosis and disrupted cell cycle. (A)Reverse transcription-quantitative polymerase chain reaction verified the successful construction of the vector (B) Two groups of cells were treated for assessment of apoptosis using Annexin V-fluorescein isothiocyanate staining coupled with flow cytometry Each group had three parallel controls. The upper left, lower left, upper right, and lower right quadrants represent necrotic, normal, late apoptotic, and early apoptotic events, respectively. (C) Total percentage of apoptotic dendritic cell in each treatment group were quantified with data presented as the mean ± standard deviation of three independent experiments. (D) Cell cycle distribution was strikingly altered in the HIF1A-AS1 overexpressing cells. Representative images from three independent experiments were shown. (E) Quantification of cell cycle distribution in the HIF1A-AS1 overexpressing vascular smooth muscle cells and its control cells from three independent experiments. *P<0.05; **P<0.005; ***P<0.001. FITC-H=fluorescein isothiocyanate-height; FL2-A:PE-A=ratio of the area under the curve of the fluorescence channel 2 and the phycoerythrin channel; NC=normal control; OE=overexpressed; PE-H=phycoerythrinheight; Q1-LL=lower left quadrant; Q1 -LR=lower right quadrant; Q1 -UL=upper left quadrant; Q1-UR=upper right quadrant.

### HIF1A-AS1 Facilitated Apoptosis and Disrupted Cell Cycle

We wondered whether HIF1A-AS1 overexpression caused programmed cell death, as previously reported^[3,13]^. So, we counted the number of apoptotic cells in both HIF1A-AS1 OE and NC groups. By staining prepared cultures with Annexin-V conjugated and FITC, a notably 1-fold increase was observed in VSMCs apoptosis in OE groups, suggesting the elevated level of apoptosis induced by this IncRNA. Particularly, early and late apoptotic cells increased about 55% and 46%, respectively (Figures 1B and 1C). These results suggested that HIF1A-AS1 greatly promoted VSMCs apoptosis.

In addition, we resorted to flow cytometry to uncover the distribution of specific phases of cell cycle when HIF1A-AS1 stably OE. In the OE group was observed an appreciably increasing proportion (66.95%o) of G1 phase compared with the NC group (58.91%)). The cell proportion in S phase decreased about 2.01% in the OE group. Subsequently, it was found that the OE group contained a greatly decreasing proportion of G2 phase cells (22.89%) compared with the NC group (27.69%) (Figures 1D and 1E). These findings indicated that HIF1A-AS1 disrupted cell cycle of VSMCs.

### HIF1A-AS1 Attenuated Migration Ability of VSMCs

Transwell migration assay and wound healing assay were performed to check the migration ability of HIF1A-AS1 on VSMCs. The result of transwell migration assay showed that cell invasion ability in OE groups declined about 43.3%o compared with NC groups, which indicated the observably weaken migratory ability of PA-treated VSMCs (Figures 2A and B). In addition, the negative effect of HIF1A-AS1 on VSMCs’ migration was further confirmed by scratch wound healing assay. As vividly revealed in Figures 2C and 2D, VSMCs migrated for a shorter distance in the pore plate extracted from HIF1A-AS1 OE cells than in that from NC groups. These data demonstrated that HIF1A-AS1 overexpression attenuated the migration ability of VSMCs.

**Fig. 2:**
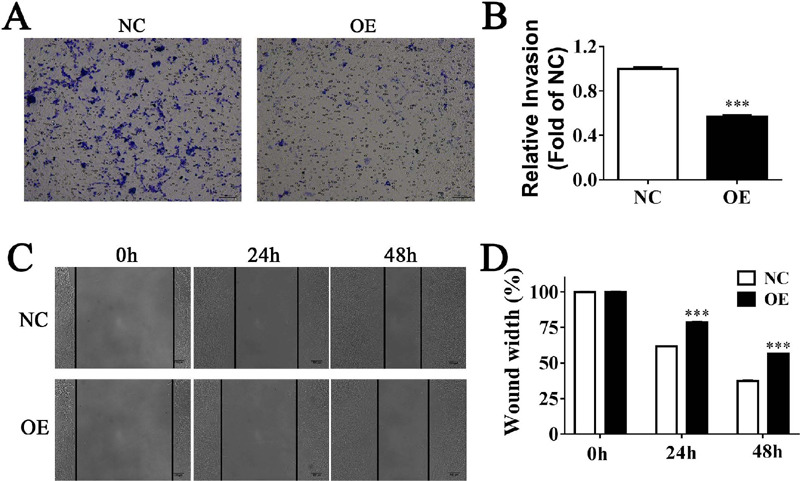
Hypoxia inducible factor 1α-antisense RNA 7 (HIF1A-AS1) attenuated migration ability of vascular smooth muscle cells (VSMCs). (A & B) Relative cell migrations were examined in six groups of cells by transwell assay Quantitative analysis of wound healing was from 3 fields. (C&D) Wound healing assays showed that HIF1A-AS1 obviously decreased migration ability of VSMCs. Values shown are mean ± standard deviation from three independent experiments. ***P<0.001. NC=normal control; OE=overexpressed.

### RNA-seq Summary

Transcriptomics was applied to comprehensively investigate HIF1A-AS1 -mediated transcriptional regulation. Firstly, six complementary deoxyribonucleic acid (cDNA) libraries, named NC-1, NC-2, NC-3, OE-1, OE-2, and OE-3, were prepared from NC and OE cells, with two biological replicates. 

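HIF1A-AS1 was all but undetected in the NC group and abundant in the OE group. It had 1 count in NC-1 and 0 counts in both NC-2 and NC-3, against 154 counts in OE-1, 152 in OE-2 and 126 in OE-3. Normalized by TMM, this was 0.0197 ± 0.0341 CPM (SD, n = 3) in the NC group and 8.66 ± 1.39 CPM (SD, n = 3) in the OE group. The ratio of the summed counts, scaled by library size, was 407 with a 95% counting interval of 72.7 to 16125. The log2 fold change from edgeR's quasi-likelihood test was 8.25 (standard error 0.61, adjusted p = 0.00269). That standard error was derived from the test's F statistic. With 1 count in the NC group it implies more precision than the counting interval allows. Every OE library lay above every NC library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). HIF1A, whose first exon overlaps the lncRNA, had a log2 fold change of 0.57 (standard error 0.26, adjusted p = 0.561 from edgeR, and 0.38 without NC-2 with adjusted p = 0.256), from 56.8 ± 14.9 CPM (SD, n = 3) to 84.2 ± 16.3 CPM (SD, n = 3).
The experiment compared 3 libraries of cells that the paper names VSMCs, infected with an empty lentiviral vector (NC), with 3 libraries of such cells infected with a vector carrying HIF1A-AS1 (OE). Vascular smooth muscle cells form the contractile layer of the aortic wall. The paper gives a multiplicity of infection of 20 for 24 h, whereas the sample labels describe a transfection, a passage after 48 h and drug selection. Polyadenylated RNA was sequenced, and the authors deposited a count and a FPKM value per gene and library. The counts summed to 14736316, 18372293 and 15184687 in NC-1, NC-2 and NC-3 and to 19762711, 16182899 and 14631398 in OE-1, OE-2 and OE-3. Of 61485 genes in the table, the 14928 with enough counts for edgeR's own filter were tested, OE against NC, with Benjamini-Hochberg adjustment. DEGs were taken at the paper's thresholds, an adjusted p under 0.05 and an absolute log2 fold change over 1. The paper counts 2 biological replicates for these 3 libraries per group, and its statistical methods state 3 independent experiments without naming the assay, so it is not certain that the libraries came from separate cultures, and p-values measure the spread between these libraries, which may be technical.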

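Keratin and other epithelial transcripts were among the most abundant in all 6 libraries, and most transcripts typical of contractile smooth muscle were near 0. KRT14 and KRT5, the keratin pair of basal keratinocytes, had 2778 to 7953 FPKM and 1316 to 2675 FPKM across the libraries. KRT19, a keratin of simple epithelia, had 1887 to 5243 FPKM, and the epithelial adhesion genes EPCAM and CDH1 had 41.0 to 54.4 FPKM and 31.3 to 49.7 FPKM. Of 15 epithelial markers, 14 had over 1 FPKM in all 6 libraries, as did 17 of 31 keratinocyte markers. The smooth muscle genes CNN1 (calponin), DES (desmin) and MYOCD (myocardin, a smooth muscle transcriptional coactivator) were listed at 0 in every library, and MYH11 (smooth muscle myosin heavy chain) had at most 0.0112 FPKM. ACTA2 (smooth muscle actin) had 0.496 to 1.17 FPKM and TAGLN (transgelin) 0.446 to 1.17 FPKM. Of 33 genes of smooth muscle contraction, 6 had over 1 FPKM in all 6 libraries, led by MYL6, a myosin light chain also used outside muscle. None of 12 fibroblast markers reached 1 FPKM in any library, and 2 of 15 endothelial markers (EGFL7 and MMRN2) and 2 of 15 leukocyte markers (CD14 and CD74) had over 1 FPKM in all 6 libraries.

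**Figure D2:**
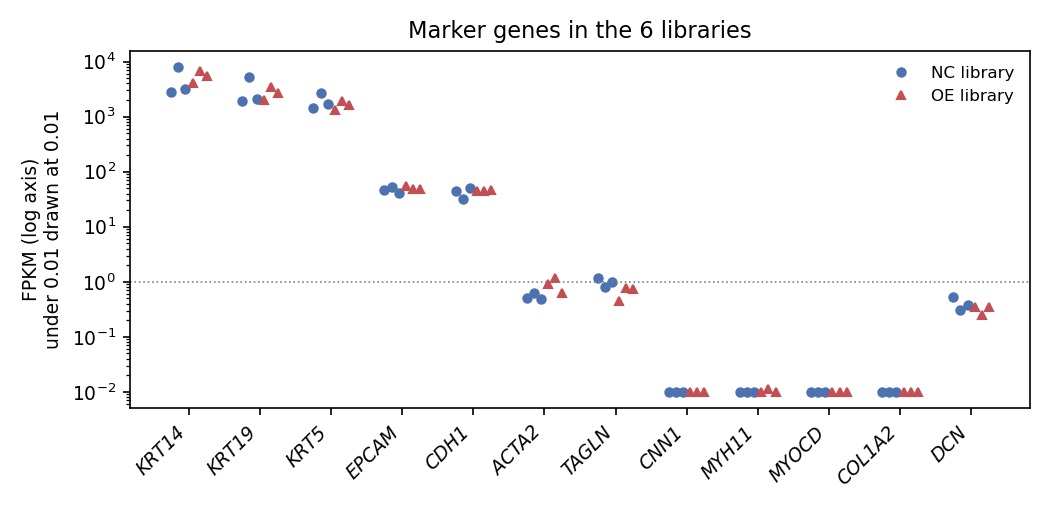
FPKM (log axis, values under 0.01 drawn at 0.01) of 12 marker genes in the 6 libraries, NC as circles and OE as triangles, with a dotted line at 1 FPKM. KRT14, KRT19 and KRT5 lie above 1316 FPKM in each library, whereas CNN1, MYOCD and COL1A2 are listed at 0.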

The six cDNA libraries were then sequenced using the NextSeq X Ten system. After removing adaptor sequences and low-quality sequencing reads, we obtained a total of about 0.266 billion high-quality reads (clean reads), corresponding to about 44.3 million sequence reads per sample. The error rates in the process of sequencing were about 0.03%, and the proportion of Q20 (the Phred value > 20) was more than 96% in those six samples (Table 2). In addition, > 86%o of clean reads were successfully mapped against the current human reference genome. The detail results for each sample were presented in Table 3. 

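The most abundant transcripts were mitochondrial in every library: MT-CO3 in NC-1 and MT-CO2 in the other 5, both subunits of cytochrome c oxidase of the respiratory chain. Transcripts of the mitochondrial genome took 9.16%, 7.27% and 9.63% of the counts in the NC libraries and 12.7%, 10.7% and 14.5% in the OE libraries, so that every OE library lay above every NC library (with 3 against 3, the smallest exact permutation p is 0.1). Between 11127 (NC-2) and 11780 (NC-1) genes had over 1 FPKM. Among genes above 0, the median FPKM was 0.996, 1.42 and 0.944 in NC-1, NC-2 and NC-3 and 1.04, 1.41 and 1.23 in OE-1, OE-2 and OE-3. Fewer genes had any count in NC-2 (19905) and OE-2 (20098) than in the other 4 libraries (21392 to 23840). The squared Pearson correlation of log2(FPKM + 1) over all genes was 0.953 ± 0.0242 (SD over 3 pairs) within the NC group, 0.976 ± 0.00425 (SD over 3 pairs) within the OE group and 0.960 ± 0.0110 (SD over 9 pairs) between the groups. The lowest value, 0.935, was that of NC-1 with NC-2, and the highest, 0.980, that of NC-1 with NC-3. Genes within a library are not independent replicates, so no test was made of these correlations.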

Then, we calculated the expression values of all genes in each sample, and no significant difference could be found among those groups (Figure 3A).The results of the Pearson correlation data were presented in Figure 3B. The principal component analysis results (Figure 3C) indicated that it was rather different between the NC and OE groups. 

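The NC and OE groups separated along the second principal component, whereas the first set NC-2 apart from the rest. In log2(FPKM + 1) of the 29679 genes above 0 in any library, the first component held 47.2% of the variance, with scores of -30.3 for NC-1, 60.9 for NC-2 and -21.4 for NC-3 against -20.1, 15.8 and -4.90 for OE-1, OE-2 and OE-3. The second component held 24.0% of the variance, with NC scores from -23.3 to -19.7 and OE scores from 16.2 to 28.1. Without NC-2, the groups separated along the first component, which then held 48.0%, and not along the second, which held 21.7%. NC-2 differed from the other NC libraries by gene length: the median log2 difference was 0.59 for the 3732 shortest of the tested genes and -0.63 for the 3732 longest. The corresponding differences between NC-1 and NC-3 were -0.05 and 0.00. The paper states from its own components that the NC and OE groups were rather different, and takes this with the correlations as evidence of stable and reliable sequencing data.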

Abovementioned pieces of evidence confirmed the stability and reliability of RNA-sequencing data.

**Table 2:** Small RNA-sequencing results.

Sample	Raw reads	Clean reads	Error rate (%)	Q20
NC-1	41412020	40155610	0.03	97.08
NC-2	51109242	49902022	0.03	96.94
NC-3	43489732	41773152	0.03	97.03
OE-1	54070380	52628356	0.03	96.9
OE-2	43074282	42466858	0.03	97.08
OE-3	39767632	39073052	0.03	96.71

NC=normal control; OE=overexpressed; RNA=ribonucleic acid

**Table 3:** Clean reads mapped to the current human reference genome.

Sample	Total reads	Total map	Unique map	Multi map
NC-1	40155610	37779605 (94.08%)	35446470 (88.27%)	2333135(5.81%)
NC-2	49902022	46629452 (93.44%)	43399073 (86.97%)	3230379 (6.47%)
NC-3	41773152	39058343 (93.5%)	36598491 (87.61%)	2459852 (5.89%)
OE-1	52628356	49332472 (93.74%)	46289831 (87.96%)	3042641 (5.78%)
OE-2	42466858	39983009 (94.15%)	37433129 (88.15%)	2549880 (6.0%)
OE-3	39073052	36497946 (93.41%)	34285629 (87.75%)	2212317 (5.66%)

NC=normal control; OE=overexpressed

**Fig. 3:**
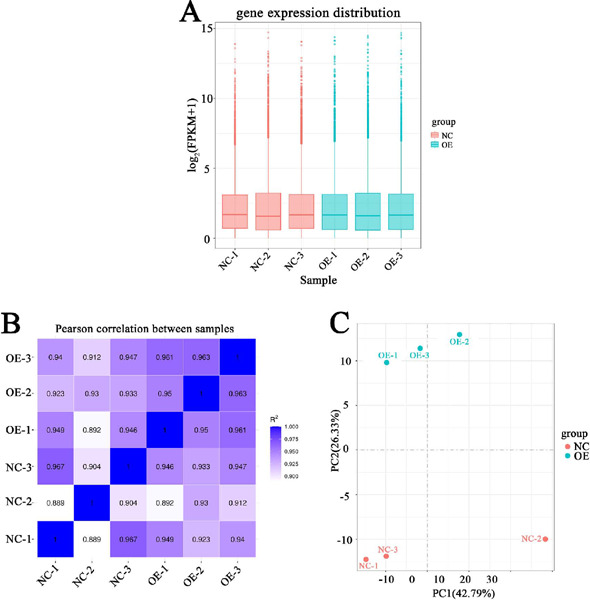
Summory of ribonucleic acid-sequencing results. (A) Boxplot showed the fragments per kilobase per million mopped fragments (FPKM) distribution of genes from the 6 samples. (B) The Pearson correlation among 6 samples was displayed. (C) The principal component (PC) analysis among those 6 samples was displayed. NC=normal control; OE=overexpressed.

### Identification of Differently Expressed Genes

The co-expression Venn diagram showed the number of genes that were uniquely or collectively expressed in each group. This suggested that the OE group identified 11,280 genes, of which 416 were uniquely expressed. And the NC group identified 11,608 genes, and 744 of them were uniquely expressed. 

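Most genes found in only 1 group lay close to the limit of expression. A gene was counted as expressed where the mean FPKM of the 3 libraries was over 1, which gave 11608 genes in the NC group, 11280 in the OE group and 10864 in both. Of the 744 genes above the limit in the NC group only, 665 (89.4%) had a mean under 2 FPKM there, and of the 416 in the OE group only, 383 (92.1%) did. At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 5 of the 744 were lower in the OE group. These were KRT1, a keratin of differentiating epidermis (4.67 FPKM in NC, 0.553 in OE, adjusted p = 0.0263), OLFM4, a secreted glycoprotein of epithelial crypts (2.51 and 0.232, adjusted p = 0.0408), the pseudogene CYP4F23P (1.87 and 0.248, adjusted p = 0.0495), PPFIA4, a liprin scaffold protein (1.61 and 0.258, adjusted p = 0.0316), and the antisense transcript DARS-AS1 (1.37 and 0.329, adjusted p = 0.0472). Of the 416, 3 were higher in the OE group: HIF1A-AS1 itself, KLHDC7B (0.909 FPKM in NC, 3.29 in OE, adjusted p = 0.0454) and DUSP4, a phosphatase that acts on MAP kinases (0.310 and 1.12, adjusted p = 0.0460). With over 1 FPKM required in every library of a group, 448 genes were counted in the NC group only and 772 in the OE group only. Apart from HIF1A-AS1, none of these genes passed the test without NC-3, OE-1, OE-2 or OE-3, where the 28 other DEGs had adjusted p from 0.112 to 0.354.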

There were 10,864 genes co-expressed in both two groups (Figure 4A). The identified genes in those six samples were collected to generate heat map plots of the total gene intensities, which helped us to vividly appreciate the detailed alterations. The results showed that HIF1A-AS1 overexpression globally mediated genes expression in VSMCs (Figure 4B). 

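Gene groups moved in both directions in the OE group. Of 32 gene lists with at least 5 tested members, 15 passed camera, edgeR's test of a list against all other genes, at an adjusted p under 0.05. The genes of the interferon response, the inflammatory genes and the mitogens rose as lists, and the G2/M genes, the glycolytic genes, the hypoxia targets and the replication-dependent histones fell as lists (glycolysis had an adjusted p = 0.267 with an estimated correlation between genes). The histones were listed as a check of RNA selection, since their transcripts mostly lack the poly(A) tail by which the RNA was selected. With correlations estimated from the libraries in place of the preset value of 0.01, 8 of the 15 lists passed. Of single genes, 1382 of the 14928 tested had an unadjusted p under 0.05 from edgeR, and 29 an adjusted p under 0.05. The values of the 3 OE libraries lay wholly above or below those of the 3 NC libraries in 2491 genes, or 16.7%. Chance gives 10% only as an average over all splits of the libraries, 3 against 3. Genes vary together, so a single split can lie far from 10% without an effect, and the other splits were not counted. The lists and the rule for naming genes were set before the data were examined, but with the paper at hand. Many lists follow terms that the paper found enriched among its DEGs from these libraries. Some hold genes that it names as DEGs: SERPINB2, IFI27, KRT1 and S100A7. Tests of such lists are not independent of the paper's result. From its heat map, the paper concludes that overexpression of HIF1A-AS1 globally mediated gene expression in VSMCs.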

DEGs were determined using the following stringent criteria: Padj < 0.05 and |log_2_ FC (fold change) > 1 .Volcano plots were generated to intuitively reflect the significant up or downregulated genes (Figure 4C). It revealed a total of 175 DEGs identified in NC *vs.* OE group, of which 116 were upregulated and 59 were downregulated (Figure 4D).

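Apart from HIF1A-AS1, the DEGs higher in the OE group included interleukins, growth factors and interferon-induced genes. IL1A and IL1B, which encode both forms of interleukin 1, rose by log2 fold changes of 1.72 (standard error 0.25) and 1.40 (standard error 0.20), and IL1B went from 53.9 ± 2.07 CPM (SD, n = 3) to 142 ± 9.57 CPM (SD, n = 3). The EGF receptor ligand AREG rose by 1.85 (standard error 0.26), the ERBB ligand NRG1 by 1.50 (standard error 0.21), and FST, which binds activin, by 1.67 (standard error 0.23). The interferon-induced genes MX2 and IFI27 rose by 2.85 (standard error 0.43) and 2.17 (standard error 0.32). The membrane protein gene STOM rose by 2.38, DUSP4 by 1.83, KLHDC7B by 1.84 and ATF3, a transcription factor of the stress response, by 1.44.
Lower in the OE group were several targets of hypoxia signaling and the epidermal differentiation genes KRT1 and IVL. EGLN3, a prolyl hydroxylase that marks HIF for degradation, fell by 1.99 on the log2 scale (standard error 0.20), from 83.2 ± 7.89 CPM (SD, n = 3) to 21.0 ± 0.390 CPM (SD, n = 3). CA9, a carbonic anhydrase, fell by 2.62 (standard error 0.35) and BNIP3, a mitophagy receptor, fell by 1.89 (standard error 0.26). KRT1 fell by 3.10 (standard error 0.35) and IVL, the cornified envelope protein involucrin, fell by 1.80 (standard error 0.22). OLFM4 fell by 3.49, CYP4F23P fell by 2.92, PPFIA4 fell by 2.65, the lipase gene CEL fell by 2.23, the kinase gene PNCK fell by 2.12, DARS-AS1 fell by 2.05 and ELF3-AS1, antisense to an epithelial transcription factor gene, fell by 1.83. Of 22 tested keratinocyte markers, KRT1 and IVL were lower and none was higher from edgeR (4 higher and 4 lower when adjusted over the list alone). Some markers of the list lay higher in every OE library. SPRR1A had 21.9 to 63.9 FPKM in NC and 69.6 to 124 in OE, and SERPINB4 had 27.0 to 37.5 and 56.0 to 78.1. With DESeq2, 2 markers of the list were higher and 4 lower, and its DEGs were enriched in the list (Fisher's exact test, one-sided, adjusted p = 2.85e-07). The DEGs from edgeR were also enriched (same test, adjusted p = 0.00784), while camera gave an adjusted p of 0.210. KRT1 is a DEG that the paper names, so these tests are not independent of its result. Without NC-2, 7 of these markers were higher and 5 lower (median 0.01 in place of -0.35), and without NC-3 the list passed camera downwards (adjusted p = 0.0370).
In all, 29 DEGs passed edgeR's quasi-likelihood test, 13 higher and 16 lower in the OE group, with adjusted p from 0.00269 (HIF1A-AS1) to 0.0495. DESeq2 called 175 DEGs, 59 higher and 116 lower in the OE group, and all 29 were among them. These equal the paper's counts if its upregulated DEGs are read as those higher in the NC group. Leaving out NC-2 gave 497 DEGs and leaving out NC-1 gave 14, while HIF1A-AS1 was the only DEG without NC-3, OE-1, OE-2 or OE-3. An unannotated gene without a symbol makes up the 13.

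**Figure D3:**
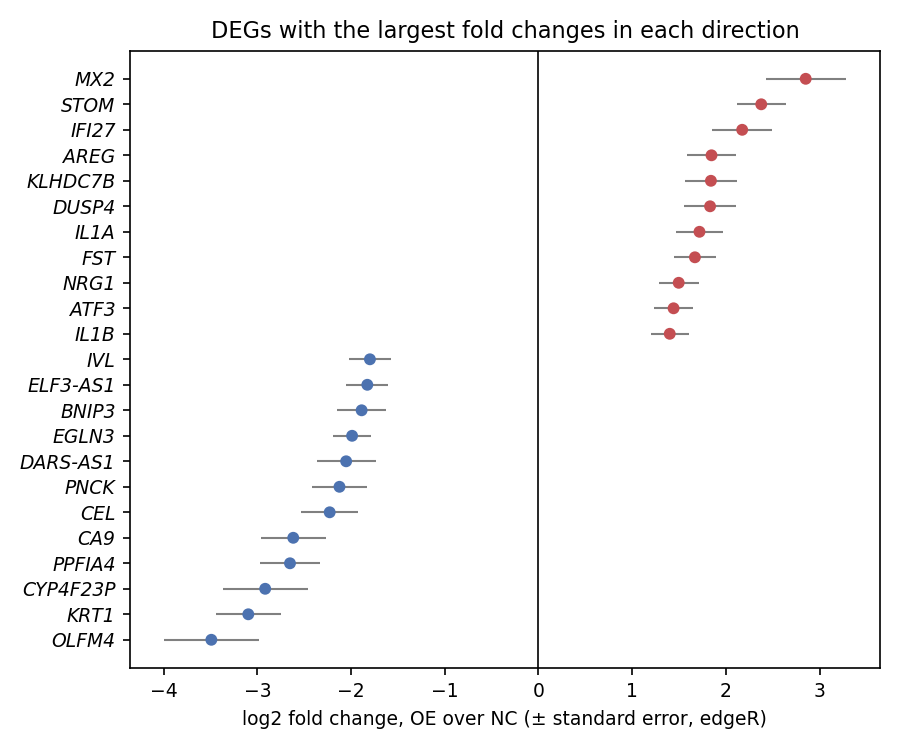
Log2 fold change, OE over NC, of the 11 DEGs higher and the 12 DEGs lower in the OE group with the largest fold changes in their direction, among those with a symbol and with HIF1A-AS1 left out (3 libraries per group, points, bars show the standard error derived from edgeR's F statistic). MX2 has the highest value, 2.85, and OLFM4 the lowest, -3.49.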

**Fig. 4:**
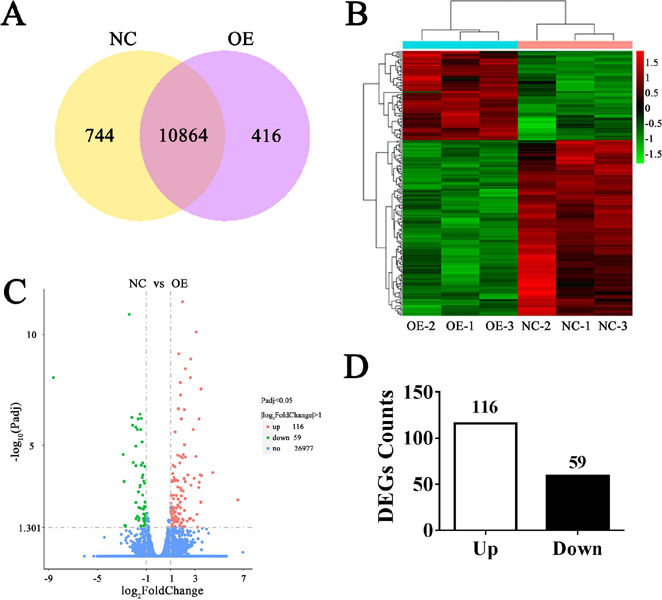
identification of differently expressed genes (DEGs). (A) Venn diagrams of all identified genes in those two comparisons. Heat map (B) and volcano plot (G) of DEGs expression profiles between OE and sham-OE. (D) The number of upregulated and downregulated DEGs between OE and NG. NG=normal control; OE=overexpressed.

### Functional Analysis of DEGs

It was obvious that OE of HIF1A-AS1 could induce large-scale changes in VSMCs mRNA composition, which has translated into its pivotal roles in TAAs. Consequently, bioinformatics analysis was performed to identify the vital functions in which all DEGs may involve. GO analysis results showed that in terms of biological process (Figure 5A), some DEGs were enriched in some apoptosis or migration-related pathways, such as "regulation of extrinsic apoptotic signaling pathway (GO:2001236)", "extrinsic apoptotic signaling pathway (GO:0097191)", "positive regulation of cell migration (GO:0030335)", "positive regulation of cell motility (GO:2000147)", and so on. It indicated that the DEGs induced by HIF1A-AS1 might serve a regulatory role in the apoptosis and migration of VSMC cells. 

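Genes of extrinsic apoptosis and of cell migration were shifted upwards in the OE group, each as a list. Of 27 tested genes of extrinsic apoptosis, which death receptors and cytokines set off, 2 were higher and none was lower at an adjusted p under 0.05 from edgeR (5 higher and 1 lower when adjusted over the list alone). The 2 were IL1A and IL1B (adjusted p = 0.0408 for both), cytokines that also belong to other lists. PMAIP1, which encodes the BH3-only protein NOXA, had a log2 fold change of 1.15 (standard error 0.26, adjusted p = 0.172). The list passed camera (median log2 fold change 0.14, adjusted p = 3.10e-04, and adjusted p = 0.0498 with an estimated correlation). Of 28 genes of intrinsic apoptosis, none passed over all genes from edgeR (6 with an unadjusted p under 0.05, 2 higher and 0 lower with DESeq2, and 3 higher and 1 lower when adjusted over the list alone), and the list did not pass camera (adjusted p = 0.168). PMAIP1, the p53 target genes GADD45A (0.85) and BBC3 (1.01), and the apoptosis inhibitor BIRC5 (-1.13, or -0.72 without NC-2), which also acts in mitosis, were the 4.
Of 34 genes that promote migration, none passed over all genes from edgeR (12 with an unadjusted p under 0.05, 1 higher and 1 lower with DESeq2, 3 higher and 1 lower when adjusted over the list alone, and 25 of 34 with a positive log2 fold change). The chemokine gene CXCL8 had a log2 fold change of 1.01 (standard error 0.28, adjusted p = 0.281). The list passed camera in the upward direction (median 0.26, adjusted p = 5.24e-04, and adjusted p = 0.0498 with an estimated correlation). IL1A and IL1B lost their calls without NC-1, NC-3, OE-1, OE-2 or OE-3 (adjusted p from 0.0687 to 0.331). Their log2 fold changes with 1 library left out in turn ran from 1.58 to 1.86 for IL1A and from 1.36 to 1.46 for IL1B. Without NC-2, 5 genes of extrinsic apoptosis were higher and 1 lower (median 0.33), 5 of intrinsic apoptosis higher and 3 lower (median 0.20, camera adjusted p = 0.0420), and 8 of migration higher and 1 lower (median 0.30). From the enrichment of its DEGs in such terms, the paper proposes that the DEGs regulate apoptosis and migration of VSMCs. Its cell assays gave more apoptosis by Annexin V staining and weaker migration by transwell and wound healing in the OE group. The upward shift of genes that promote migration is opposite in direction to those migration assays, which measure cells and not RNA.

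**Figure D4:**
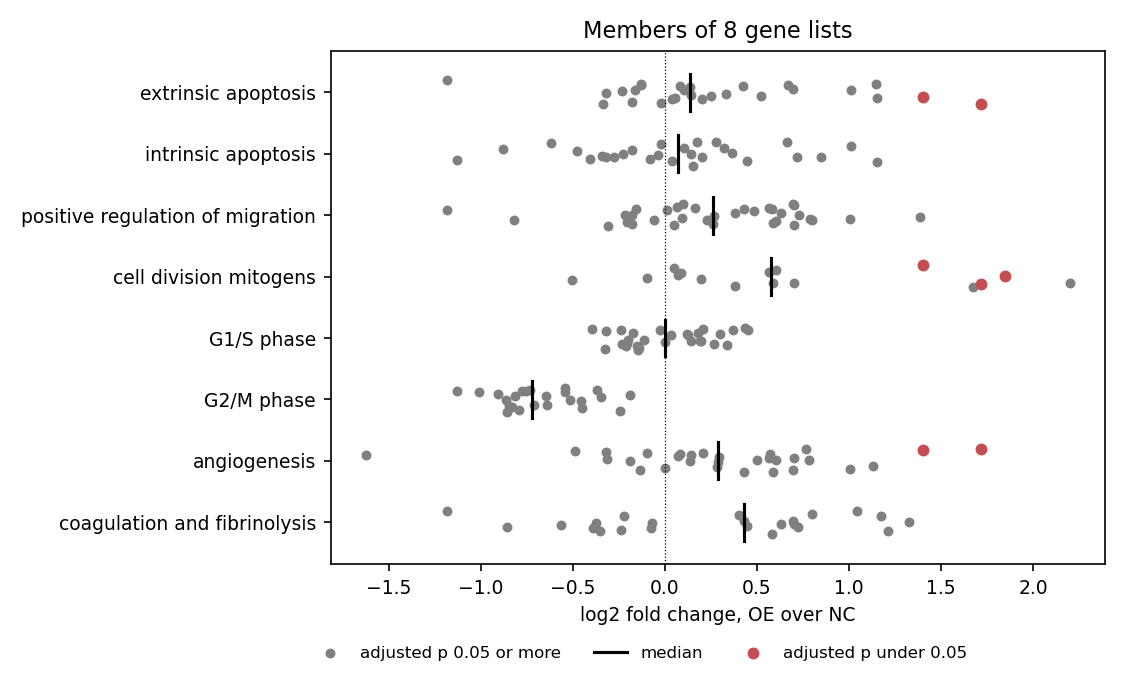
Log2 fold change, OE over NC, of each tested member of 8 gene lists (points, red where the adjusted p from edgeR is under 0.05, black line at the median, 3 libraries per group). The G2/M genes all lie below 0, with a median of -0.72, and the mitogens have a median of 0.58.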

Some DEGs were annotated into "pyridine nucleotide biosynthetic process (GO:0019363)", "nicotinamide nucleotide biosynthetic process (GO:0019359)", and "positive regulation of cell division (GO:0051781)" (data not shown), implying its role in regulatory cell cycle. 

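Genes of G2 and mitosis were lower in the OE group as a list, while genes of G1 and S phase showed no such shift. All 24 tested G2/M genes had a negative log2 fold change (median -0.72), none passed at an adjusted p under 0.05 over all genes from edgeR (15 with an unadjusted p under 0.05, 0 higher and 2 lower with DESeq2, and 0 higher and 11 lower when adjusted over the list alone), and the list passed camera (adjusted p = 6.77e-13, and adjusted p = 0.0169 with an estimated correlation). The mitotic kinesin KIF20A had -1.01 (standard error 0.22, adjusted p = 0.153), the mitotic cyclins CCNB1 and CCNB2 had -0.79 and -0.83, and CDC20, an activator of the anaphase-promoting complex, had -0.84 (standard error 0.35, adjusted p = 0.485), or -0.38 without NC-2 (adjusted p = 0.268). Of 29 G1/S genes, 15 had a positive and 14 a negative log2 fold change (median 0.00, camera adjusted p = 0.687), none passed over all genes from edgeR (0 with an unadjusted p under 0.05, and 0 higher and 0 lower with DESeq2), and none passed when adjusted over the list alone. The cyclin gene CCND1 had 0.44 (standard error 0.22). By flow cytometry, the paper reports more cells in G1 and fewer in S and G2 phase in the OE group. The lower G2/M list has the direction of the fewer G2 cells, though RNA levels and cell proportions are unlike measures.
Of 16 mitogens that promote cell division, AREG, IL1A and IL1B were higher and none was lower (8 higher and none lower when adjusted over the list alone), and the list passed camera (median 0.58, adjusted p = 9.94e-11, and adjusted p = 0.0169 with an estimated correlation). PDGFB, a growth factor for mesenchymal cells, had 0.70 (standard error 0.22, adjusted p = 0.344). Of 13 genes of NAD biosynthesis, none passed over all genes from edgeR or when adjusted over the list alone (3 with an unadjusted p under 0.05, 0 higher and 0 lower with DESeq2, median 0.02, mean -0.08, camera direction down, adjusted p = 0.687). IDO1, which starts tryptophan breakdown, had -1.10 (standard error 0.32) and NAMPT, of the NAD salvage route, 0.47 (standard error 0.24). AREG lost its call without NC-1, NC-3, OE-1, OE-2 or OE-3 (adjusted p from 0.0725 to 0.301 from edgeR), as did IL1A and IL1B (0.0687 to 0.331), and without NC-2, 12 G2/M genes were lower and 6 mitogens higher.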

Intriguingly, we found that some DEGs were enriched in vasculature development or coagulationrelated pathways, such as "angiogenesis (GO:000152)", "regulation of angiogenesis (GO:0045765)", "negative regulation of blood coagulation (GO:0030195)", "negative regulation of hemostasis (GO: 1900047)", and so on. This implied the potential role HIF1A-AS1 in regulating TAA. 

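Genes of angiogenesis and of coagulation were shifted upwards as lists in the OE group at camera's preset correlation, with members on both sides. With correlations estimated from the libraries neither list passed (angiogenesis adjusted p = 0.0980 with an estimated correlation, and coagulation adjusted p = 0.122 with an estimated correlation). Of 30 tested angiogenesis genes, IL1A and IL1B were higher and none was lower at an adjusted p under 0.05 from edgeR (6 higher and 1 lower when adjusted over the list alone). The list passed camera (median log2 fold change 0.29, adjusted p = 2.46e-06, and adjusted p = 0.0980 with an estimated correlation). CCN1, a matrix-bound angiogenic factor, had 0.78 (standard error 0.20, adjusted p = 0.206), and ANGPTL4, a lipase inhibitor induced by hypoxia, -1.62 (standard error 0.38, adjusted p = 0.180), or -1.08 without NC-2 (adjusted p = 0.00389). Of 23 genes of coagulation and fibrinolysis, none passed over all genes from edgeR (10 with an unadjusted p under 0.05, 2 higher and 2 lower with DESeq2, whose DEGs were enriched in the list at an adjusted p = 0.00181). Adjusted over the list alone, 4 were higher and 2 lower, and the list passed camera (median 0.43, adjusted p = 0.00519, and adjusted p = 0.122 with an estimated correlation). SERPINB2, an inhibitor of plasminogen activators, had 1.33 (standard error 0.21, adjusted p = 0.0538) and SERPINE2, which inhibits thrombin, had 1.21 (standard error 0.28, adjusted p = 0.179). TFPI2, a protease inhibitor of the matrix, had 1.04 (standard error 0.25, adjusted p = 0.201). Without NC-1, the coagulation list did not pass camera (adjusted p = 0.0546). Without NC-2, 7 angiogenesis genes were higher and 2 lower, and 7 coagulation genes were higher and 2 lower. IL1A and IL1B did not pass without NC-1, NC-3, OE-1, OE-2 or OE-3 (adjusted p from 0.0687 to 0.331).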

Cellular component analysis of GO enrichment (Figure 5B) revealed that those DEGs were mainly located in membrane, vesicle, and extracellular matrix parts. 

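Genes of the extracellular matrix lay on both sides of 0 in the OE group. Of 26 tested matrix genes, none passed at an adjusted p under 0.05 over all genes from edgeR (6 with an unadjusted p under 0.05, 1 higher and 2 lower with DESeq2, and 2 higher and 2 lower when adjusted over the list alone), and the list did not pass camera (13 positive and 13 negative log2 fold changes, adjusted p = 0.806). TIMP3, an inhibitor of metalloproteinases, had a log2 fold change of -1.38 (standard error 0.22, adjusted p = 0.0538), from 350 ± 47.1 CPM (SD, n = 3) to 134 ± 6.74 CPM (SD, n = 3), and LOXL2, which cross-links collagen, had -1.02 (standard error 0.22, adjusted p = 0.158). TIMP2 had 0.82 (standard error 0.20, adjusted p = 0.201) and the matrix glycoprotein TNC 1.06 (standard error 0.27, adjusted p = 0.229). The main fibrillar collagen genes were near the floor, with COL1A1 at 0.941 to 1.75 FPKM, COL3A1 at 0 to 0.260 FPKM and COL1A2 listed at 0 in each library. Elastin (ELN) had at most 0.0209 FPKM. Without NC-2, 2 matrix genes were higher and 2 lower. The paper's cellular component terms of membrane and vesicle were not analysed here.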

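Of 26 tested genes of calcium channels and calcium release, none passed at an adjusted p under 0.05 over all genes from edgeR (1 with an unadjusted p under 0.05, 0 higher and 1 lower with DESeq2, 0 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.687). ITPR1, the calcium release channel opened by inositol trisphosphate, had a log2 fold change of -1.84 (standard error 0.41, adjusted p = 0.158), and the calmodulin gene CALM3 had -0.48 (standard error 0.24), or -0.29 without NC-2. Of 20 genes of cholesterol binding and transport, none passed over all genes from edgeR (6 with an unadjusted p under 0.05, 3 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.437). With DESeq2, 3 of them were higher and 1 lower, and its DEGs were enriched in the list (Fisher's exact test, one-sided, adjusted p = 0.00158). The cholesterol exporter ABCG1 had 1.60 (standard error 0.31, adjusted p = 0.0969) and the lipase LIPG 1.07 (standard error 0.25).
Among 16 genes of fibronectin binding, none passed over all genes from edgeR (2 with an unadjusted p under 0.05, 0 higher and 1 lower with DESeq2, 0 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.915). The matrix protein gene CCDC80 had -1.20 (standard error 0.21, adjusted p = 0.0622) and THBS1, thrombospondin 1, 0.70 (standard error 0.28), or 0.45 without NC-2. Among 24 genes of actin monomer binding and of the serum response factor, none passed over all genes from edgeR or when adjusted over the list alone (1 with an unadjusted p under 0.05, 0 higher and 0 lower with DESeq2, camera adjusted p = 0.310), and ACTB, cytoplasmic actin, had -0.07 (standard error 0.29), or 0.18 without NC-2. Among 29 peptidase inhibitors, none passed over all genes from edgeR (9 with an unadjusted p under 0.05, 6 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.168), with SERPINB2 higher and TIMP3 lower on the list alone. With DESeq2, 5 of them were higher and 2 lower, and its DEGs were enriched in the list (adjusted p = 2.85e-07). Without NC-2, 7 peptidase inhibitors were higher and 3 lower (median 0.18 in place of 0.06, camera adjusted p = 0.0158), 3 genes of cholesterol binding were higher and 1 lower, 1 calcium gene was lower, 1 gene of fibronectin binding was higher and 1 lower, and 1 actin gene was higher.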

Molecular function (Figure 5C) analysis of GO enrichment showed that some DEGs were enriched in calcium-related pathways, such as "calcium-release channel activity (GO:0015278)", "ligand-gated calcium channel activity (GO:0099604)", "calcium channel inhibitor activity (GO:0019855)", and "Cadherin binding (GO:0045296)", and others were enriched in "cholesterol binding (GO:0015485)", "vascular endothelial growth factor receptor binding (GO:0005172)", "actin monomer binding (GO:0003785)", and "fibronectin binding (GO:0001968)" pathways et aI.

**Fig. 5:**
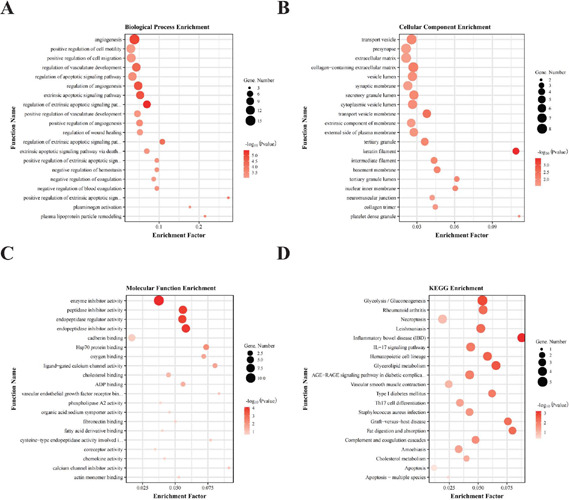
Functional analysis of differently expressed genes (DEGs). The biological process (A), cellular component (B), and molecular function (C) in gene ontology pathway enrichment analysis. (D) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of DEGs from overexpressed vs. normal control groups. ADP=adenosine diphosphate; AGE-RAGE=advanced glycation end products-receptor for advanced glycation end products; IL- 17=interleukin 17; Th 17=T helper cell 17.

In addition, KEGG enrichment analysis was implemented to further uncover the underlying mechanism. Some DEGs were significantly enriched in those signal pathways that regulated vessel function, such as "vascular smooth muscle contraction (hsa04270)", "cholesterol metabolism (hsa04979)", and "steroid biosynthesis (hsa00100)", while others were associated with"apoptosis-multiple species (hsa04215)","apoptosis (hsa04210)"et al. (Figure 5D).

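Genes of glycolysis were shifted downwards as a list in the OE group at camera's preset correlation (adjusted p = 0.267 with an estimated correlation). Genes of cholesterol biosynthesis passed camera upwards with a median of 0.03, or 0.32 without NC-2 (adjusted p = 0.0965 with an estimated correlation), and genes of smooth muscle contraction showed no shift. Of 18 tested contraction genes, none passed at an adjusted p under 0.05 over all genes from edgeR (3 with an unadjusted p under 0.05, 0 higher and 1 lower with DESeq2, 0 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.739). ITPR1 was the member that was lower on the list alone, the tropomyosin gene TPM1 had a log2 fold change of -0.70 (standard error 0.26) and ACTA2 had 0.73 (standard error 0.38), and 15 of the list's 33 genes were not tested for want of counts. Of 25 genes of cholesterol biosynthesis and its control, none passed over all genes from edgeR (6 with an unadjusted p under 0.05, 2 higher and 0 lower with DESeq2, and 1 higher and none lower when adjusted over the list alone). The list passed camera (15 positive and 10 negative log2 fold changes, median 0.03, adjusted p = 0.00519, and adjusted p = 0.0965 with an estimated correlation). INSIG1, which holds back sterol synthesis, had 1.11 (standard error 0.20, adjusted p = 0.0726).
Of 24 inflammatory and NF-kB genes, IL1A and IL1B were higher and none was lower (4 higher and none lower when adjusted over the list alone), and the list passed camera (median 0.50, adjusted p = 1.04e-06, and adjusted p = 0.0286 with an estimated correlation). TNFAIP3, which restrains NF-kB, had 1.15 (standard error 0.31, adjusted p = 0.249). Of 21 glycolytic genes, none passed over all genes from edgeR (8 with an unadjusted p under 0.05, and 0 higher and 6 lower when adjusted over the list alone). With DESeq2, 5 of them were lower and none higher, and its DEGs were enriched in the list (Fisher's exact test, one-sided, adjusted p = 1.08e-06). The list passed camera (median -0.62, adjusted p = 1.99e-07, and adjusted p = 0.267 with an estimated correlation). Lactate dehydrogenase LDHA had -1.09 (standard error 0.24, adjusted p = 0.153), PGK1 had -1.02 (standard error 0.24), ENO2 had -1.35 (standard error 0.27) and GAPDH had -0.70 (standard error 0.36, adjusted p = 0.610). Without NC-2, the median of the glycolytic genes was -0.21 in place of -0.62 (6 lower, camera adjusted p = 3.62e-04) and GAPDH had -0.26. Without NC-2, 7 inflammatory genes were also higher, 2 genes of cholesterol biosynthesis were higher and 1 contraction gene was lower. IL1A and IL1B did not pass without NC-1, NC-3, OE-1, OE-2 or OE-3 (adjusted p from 0.0687 to 0.331 from edgeR).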

### HIF1A-AS1 Regulates the Expression of those DEGs at the Transcriptional Level

To confirm the veracity and reliability of RNA-sequencing results, some genes were randomly selected from those 175 DEGs to investigate the mRNA levels. The expression levels of six genes, including three upregulated proteins and three downregulated proteins, were measured by RT-qPCR. The six proteins were named interferon alpha inducible protein 27 (IFI27), serpin family B member 2 (SERPINB2), thioredoxin interacting protein (TXNIP), S100 calcium binding protein A7 (or S100A7), keratin 1 (or KRT1), and FRY microtubule binding protein (or FRY). Upon qPCR-based quantification, we observed that mRNA expression level of IFI27, SERPINB2, and TXNIP were significantly upregulated (Figures 6A,6B,6C), while the other three genes were downregulated (Figures 6D,6E, 6F). These data were in accordance with RNA-sequencing results and highlighted the reliability and robustness of our detection method. 

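In the RNA-seq libraries, all 6 genes lay in the direction of the paper's RT-qPCR, with no overlap between the 3 OE and the 3 NC values, and 2 of them passed edgeR's test. IFI27, an interferon-induced mitochondrial protein, rose from 8.11 ± 3.22 CPM (SD, n = 3) to 36.6 ± 8.12 CPM (SD, n = 3), a log2 fold change of 2.17 (standard error 0.32, adjusted p = 0.0454). KRT1 fell from 11.8 ± 2.78 CPM (SD, n = 3) to 1.39 ± 0.455 CPM (SD, n = 3), a log2 fold change of -3.10 (standard error 0.35, adjusted p = 0.0263). SERPINB2, an inhibitor of plasminogen activators, had 72.8 ± 5.47 CPM in NC and 183 ± 23.1 CPM in OE (SD, n = 3 each), a log2 fold change of 1.33 with an adjusted p = 0.0538 from edgeR. TXNIP, which binds thioredoxin and limits glucose uptake, had 288 ± 53.9 CPM and 631 ± 34.1 CPM, a log2 fold change of 1.13 with an adjusted p = 0.137. The epidermal antimicrobial protein gene S100A7 had 19.5 ± 9.91 CPM and 4.17 ± 1.16 CPM, a log2 fold change of -2.22 with an adjusted p = 0.0635. FRY, a microtubule binding protein, had 3.09 ± 0.590 CPM and 0.290 ± 0.305 CPM, a log2 fold change of -3.27 with an adjusted p = 0.158. DESeq2 called all 6 as DEGs. The paper drew the 6 genes from its DEGs on these libraries, so their direction here is not independent evidence. By edgeR, 5 of the 6 were DEGs without NC-2, 1 without NC-1 and none without NC-3, OE-1, OE-2 or OE-3. With 1 library left out in turn, the log2 fold changes kept their sign and ran from 1.95 to 2.54 for IFI27, from 1.23 to 1.42 for SERPINB2, from 0.99 to 1.24 for TXNIP, from -2.47 to -1.72 for S100A7, from -3.35 to -2.88 for KRT1 and from -4.44 to -2.76 for FRY.

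**Figure D5:**
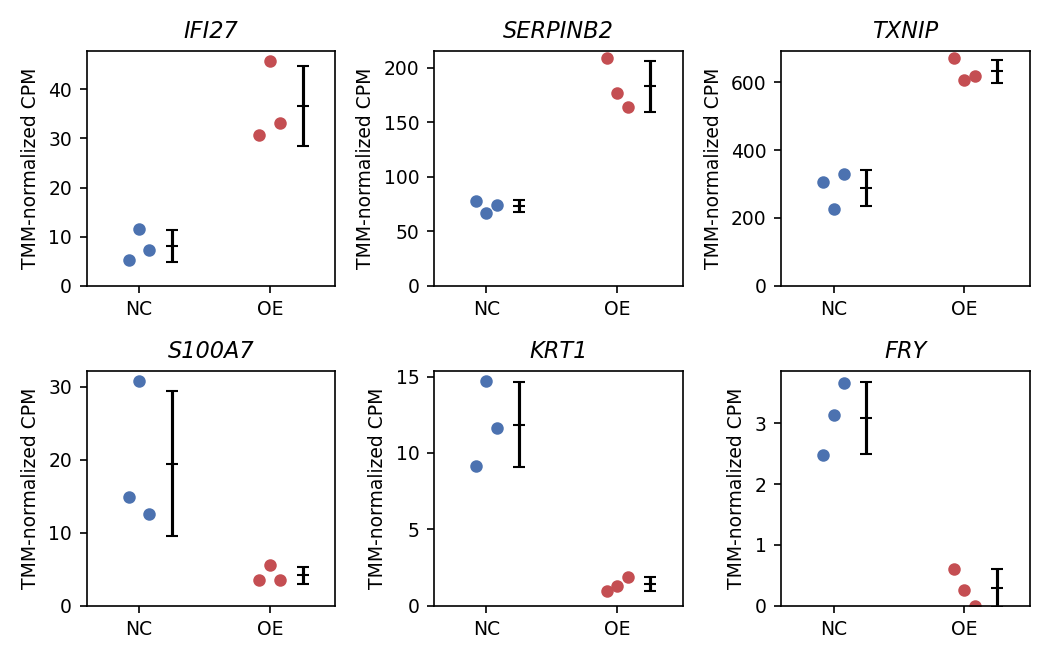
TMM-normalized CPM (y axis from 0) of the 6 genes in the 3 NC and the 3 OE libraries, as points, with the mean and SD of each group beside them. IFI27, SERPINB2 and TXNIP lie higher in every OE library, and S100A7, KRT1 and FRY lower.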

The observation also implies that HIF1A-AS1 globally altered the mRNA level of VSMCs. However, further investigations were still required to explore other mechanisms that might be involved in the HIF1A-AS1 -mediated regulation of mRNA level.

**Fig. 6:**
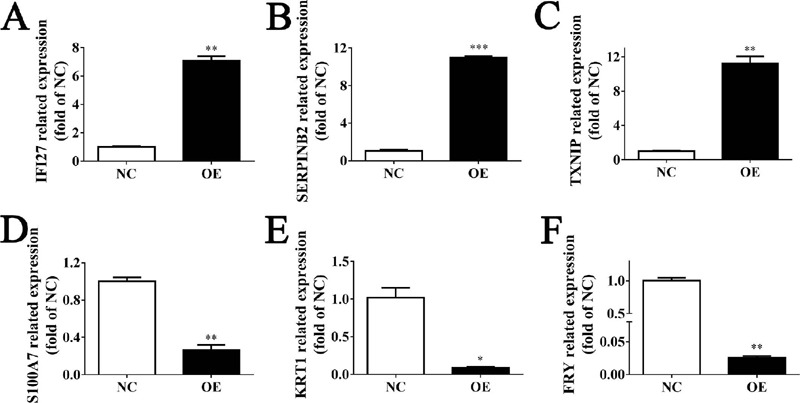
Reverse transcription-quantitative polymerase chain reaction (RT-qPCR) verified the veracity and reliability of ribonucleic acid (RNA)-sequencing data. (A-C) RT-qPCR validated the messenger RNA (mRNA) expression level of three upregulated genes, named IFl27 (A), SERPINB2 (B), and TXNIP (C). (D-F) RT-qPCR validated the mRNA expression level of three down regulated genes, named S100A7 (D), KRT1 (E), and FRY (F). *P<0.05; **P<0.005; ***P<0.001. FRY=FRY microtubule binding protein; IFI27=interferon alpha inducible protein 27; KRT1=keratin 1; NC=normal control; OE=overexpressed; S100A7=S100 calcium binding protein A7; SERPINB2=serpin family B member 2; TXNIP=thioredoxin interacting protein.

## DISCUSSION

TAA is regarded as a life-threatening vascular disease to human health. The dysfunction of VSMCs contributes to the formation of TAA^[20]^. Previous studies suggested HIF1A-AS1 exerted a vital role in VSMCs and might be involved in the pathogenesis of TAAs. It was found that brahma-related gene 1 (BRG1) expression was significantly higher in TAAs, and its depletion may downregulate the expression of HIF1A-AS1. They further found that suppression of HIF1A-AS1 inhibited apoptosis and promoted proliferation in VSMCs. Based on these findings, they suggested that the interaction between BRG1 and HIF1-AS1 markedly contributed to cell function of VSMCs *in vitro*^[3]^. HIF1A-AS1 was significantly upregulated in the serum of TAA patients. Silence of this IncRNA protected PA-induced cell apoptosis in VSMCs^[13,14]^. It was observed that HIF1A-AS1 expression levels in blood were increased in patients with intracranial aneurysms when compared with healthy people. HIF1A-AS1 overexpression also promoted TGFβ1 expression and inhibited VSMC proliferation. It was finally concluded that HIF1A-AS1 might participate in intracranial aneurysms by regulating VSMC proliferation through upregulating TGFβ1^[15]^. HIF1A-AS1, which was upregulated in TAA tissues, suppressed proliferation, induced apoptosis, and reduced the expression of extracellular matrix proteins in VSMCs through let-7g/APAF-1 axis^[16]^. Abovementioned studies indicated that HIF1A-AS1 induced apoptosis and suppressed proliferation. These pieces of evidence, together, establish that HIF1A-AS1 has a robust pro-apoptotic function and can promote the progression of TAA. Although previous studies identified that HIF1A-AS1 affected the cell function of VSMCs, we managed to uncover its underlying mechanism in a whole new perspective. Considering the multifaceted nature of its functions, we opine that HIF1A-AS1 overexpression might have induced large-scale changes in the cellular transcriptome. In the present study, we investigated the role of HIF1A-AS1 in VSMCs and its underlying mechanism. It was found that HIF1A-AS1 significantly facilitated apoptosis, disrupted cell cycle, and attenuated migration ability of VSMCs, implying its potential role in the pathogenesis and progression of TAA. Furthermore, transcriptomics revealed that HIF1A-AS1 globally mediated the mRNA level of VSMCs and those 175 DEGs identified by RNA-sequencing might contribute to this phenomenon. Interestingly, TGFβ1 and APAF-1, which were reported to be upregulated by HIF1A-AS1 overexpression^[15,16]^, were not listed in those DEGs. 

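TGFB1 and APAF1 did not pass the test in these libraries. The earlier reports that the paper cites concern VSMCs, whereas epithelial transcripts prevailed over those of smooth muscle in these libraries. TGFB1, a growth factor that drives matrix synthesis, had 160 ± 73.8 CPM (SD, n = 3) in the NC group and 165.4 ± 46.2 CPM (SD, n = 3) in the OE group, a log2 fold change of 0.05 (standard error 0.35, adjusted p = 0.988 from edgeR). APAF1, the core of the apoptosome, had 14.5 ± 9.52 CPM (SD, n = 3) and 7.87 ± 1.64 CPM (SD, n = 3), a log2 fold change of -0.88 (standard error 0.53, adjusted p = 0.702 from edgeR), and without NC-2 it was lower in the OE group (log2 fold change -1.33, adjusted p = 0.00190). Without NC-2, the log2 fold change of TGFB1 was 0.50 (adjusted p = 0.174). SMARCA4, which encodes BRG1, had a log2 fold change of -0.04 (standard error 0.22, adjusted p = 0.982). Of 18 tested genes of the TGF-beta response, none passed over all genes from edgeR (4 with an unadjusted p under 0.05, 0 higher and 1 lower with DESeq2, 0 higher and 1 lower when adjusted over the list alone, median 0.00, mean 0.07, camera direction down, adjusted p = 0.915). ID2, an inhibitor of DNA binding, had -0.74 (standard error 0.21) and TGFB2 had 2.20 (standard error 0.77, adjusted p = 0.391). Without NC-2, 1 gene of the list was higher and 2 were lower (median -0.17).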

Individual differences may be responsible for this unusual phenomenon.

Bioinformatics analysis revealed that, in terms biological process, some DEGs were enriched in apoptosis or migration-related pathways. It meant HIF1A-AS1 changed the expression level of some apoptosis and migration-related genes, which was the reason why HIF1A-AS1 successfully regulated VSMC apoptosis and migration. Some DEGs also associated with the metabolic process of nucleic acid, which explained the regulatory role of HIF1A-AS1 on cell cycle of VSMCs. Intriguingly, we observed a global change in the mRNA levels related to vasculature development or coagulation function. TAA is characterized as the weakened walls of a blood vessel. Relieving chronic disseminated intravascular coagulation might be beneficial for the treatment of TAA^[21^,^22]^.These evidences indicated that HIF1A-AS1 mediated the progression of TAA by not only regulating the function of VSMC cells, but also influencing vascular development or coagulation function by affecting the expression of some related genes.

Also, those identified DEGs were mainly located in membrane, vesicle, and extracellular matrix parts. This isn’t surprising considering the eclectic HIF1A-AS 1 functions and significant cellular changes it can introduce. Molecular function analysis showed some DEGs were enriched in calcium-related pathways. Calcium ions can bind with many coagulation proteins, and these ion-protein interactions played a vital role in the function of coagulation cascade^[23,24]^. Some DEGs were enriched in "cholesterol binding (GO:0015485)", "vascular endothelial growth factor receptor binding (GO:0005172)" "actin monomer binding (GO:0003785)", and "fibronectin binding (GO:0001968)" pathways. Non-high-density-lipoprotein cholesterol is thought to be useful for predicting arteriosclerosis^[25]^. Vascular endothelial growth factor is known for its role in promoting angiogenesis^[26,27,28]^. Fibronectins are essential for organ and blood vessel morphogenesis^[29]^. These evidences further suggested that these DEGs possessed some binding capacity related to vascular development and coagulation function. Our study, therefore, supports the previously established tumor-promoting effects of HIF1A-AS1 overexpression in VSMCs.

## CONCLUSION

In conclusion, we demonstrated that HIF1A-AS1 overexpression facilitated apoptosis, altered cell cycle distribution, and suppressed migration in VSMCs through large-scale alterations of mRNA levels. Besides, some DEGs were enriched in vascular development or coagulation function pathways. We suggested that HIF1A-AS1 mediated the progression of TAA by not only regulating the function of VSMC cells, but also altering vascular development or coagulation function by affecting the expression of some related genes. Our study uncovered the underlying regulatory mechanism of HIF1A-AS1 on VSMCs from a new perspective, and this finding may provide new clinical ideas for the treatment of TAA.

## Abbreviations, Acronyms & Symbols

ADP: Adenosine diphosphate
AGE-RAGE: Advanced glycation end products-receptor for advanced glycation end products
APAF-1: Apoptotic protease activating factor-1
BRG1: Brahma-related gene 1
cDNA: Complementary deoxyribonucleic acid
DEGs: Differently expressed genes
FITC: Fluorescein isothiocyanate
FITC-H: Fluorescein isothiocyanate-height
FL2-A:PE-A: Ratio of the area under the curve of the fluorescence channel 2 and the phycoerythrin channel
FPKM: Fragments per kilobase per million mapped fragments
OE: Overexpressed
PA: Palmitic acid
PBS: Phosphate-buffered saline
PC: Principal component
PE-H: Phycoerythrin-height
PI: Propidium iodide
Q1 -LL: Lower left quadrant
Q1-LR: Lower right quadrant
Q1 -UL: Upper left quadrant
Q1-UR: Upper right quadrant
qPCR: Quantitative polymerase chain reaction
RNA: Ribonucleic acid
FRY: FRY microtubule binding protein
GO: Gene ontology
HIF1A: Hypoxia inducible factor 1 α
HIF1A-AS1: Hypoxia inducible factor 1 α-antisense RNA 1
IFI27: Interferon alpha inducible protein 27
IL-17: lnterleukin 17
KEGG: Kyoto Encyclopedia of Genes and Genomes
KRT1: Keratin 1
IncRNAs: Long non-coding RNAs
mRNA: Messenger RNAs
NC: Normal control
RT-qPCR: Reverse transcription-quantitative polymerase chain reaction
S100A7: S100 calcium binding protein A7
SERPINB2: Serpin family B member 2
shRNA: Short hairpin ribonucleic acid
TAA: Thoracic aortic aneurysm
TGFβ1: Transforming growth factor beta 1
Th17: T helper cell 17
TXNIP: Thioredoxin interacting protein
VSMCs: Vascular smooth muscle cells

## References

[1] Nouri A, Autrusseau F, Bourcier R, Gaignard A, L'allinec V, Menguy C (2020). Characterization of 3D bifurcations in micro-scan and MRA-TOF
images of cerebral vasculature for prediction of intracranial
aneurysms. Comput Med Imaging Graph.

[2] Salameh MJ, Black JH 3rd, Ratchford EV (2018). Thoracic aortic aneurysm. Vasc Med.

[3] Wang S, Zhang X, Yuan Y, Tan M, Zhang L, Xue X (2015). BRG1 expression is increased in thoracic aortic aneurysms and
regulates proliferation and apoptosis of vascular smooth muscle cells
through the long non-coding RNA HIF1A-AS1 in vitro. Eur J Cardiothorac Surg.

[4] Mozafari H, Zhou C, Gu L (2019). Mechanical contribution of vascular smooth muscle cells in the
tunica media of artery. Nanotechnology Reviews.

[5] Durdu S, Deniz GC, Balci D, Zaim C, Dogan A, Can A (2012). Apoptotic vascular smooth muscle cell depletion via BCL2 family
of proteins in human ascending aortic aneurysm and
dissection. Cardiovasc Ther.

[6] Hulshoff MS, Del Monte-Nieto G, Kovacic J, Krenning G (2019). Non-coding RNA in endothelial-to-mesenchymal
transition. Cardiovasc Res.

[7] Yue Y, Lin X, Qiu X, Yang L, Wang R (2021). The molecular roles and clinical implications of non-coding RNAs
in gastric cancer. Front Cell Dev Biol.

[8] Liu X, Zhao S, Sui H, Liu H, Yao M, Su Y (2022). MicroRNAs/LncRNAs modulate MDSCs in tumor
microenvironment. Front Oncol.

[9] Yang M, Lu H, Liu J, Wu S, Kim P, Zhou X (2022). IncRNAfunc: a knowledgebase of IncRNA function in human
cancer. Nucleic Acids Res.

[10] Wang YK, Liu CM, Lin T, Fang CY, Yu CC, Yu CH (2020). Inhibition of HIF1A-AS1 impedes the arecoline-induced migration
activity of human oral mucosal fibroblasts. J Formos Med Assoc.

[11] Wang J, Chen L, Li H, Yang J, Gong Z, Wang B (2015). Clopidogrel reduces apoptosis and promotes proliferation of human
vascular endothelial cells induced by palmitic acid via suppression of the
long non-coding RNA HIF1A-AS1 in vitro. Mol Cell Biochem.

[12] Wang Y, Liang J, Xu J, Wang X, Zhang X, Wang W, Chen L (2017). Circulating exosomes and exosomal IncRNA HIF1A-AS1 in
atherosclerosis. Int J Clin Exp Pathol.

[13] Zhao Y, Feng G, Wang Y, Yue Y, Zhao W (2014). Regulation of apoptosis by long non-coding RNA HIF1A-AS1 in
VSMCs: implications for TAA pathogenesis. Int J Clin Exp Pathol.

[14] He Q, Tan J, Yu B, Shi W, Liang K (2015). Long noncoding RNA HIF1A-AS1A reduces apoptosis of vascular
smooth muscle cells: implications for the pathogenesis of thoracoabdominal
aorta aneurysm. Pharmazie.

[15] Xu J, Zhang Y, Chu L, Chen W, Du Y, Gu J (2019). Long non-coding RNA HIF1A-AS1 is upregulated in intracranial
aneurysms and participates in the regulation of proliferation of vascular
smooth muscle cells by upregulating TGF-β1. Exp Ther Med.

[16] Zhang X, Li H, Guo X, Hu J, Li B (2020). Long noncoding RNA hypoxiainducible factor-1 alpha-antisense RNA
1 regulates vascular smooth muscle cells to promote the development of
thoracic aortic aneurysm by modulating apoptotic protease-activating factor
1 and targeting let-7g. J Surg Res.

[17] Cribbs AP, Kennedy A, Gregory B, Brennan FM (2013). Simplified production and concentration of lentiviral vectors to
achieve high transduction in primary human T cells. BMC Biotechnol.

[18] An HJ, Lee CJ, Lee GE, Choi Y, Jeung D, Chen W (2022). FBXW7-mediated ERK3 degradation regulates the proliferation of
lung cancer cells. Exp Mol Med.

[19] Livak KJ, Schmittgen TD (2001). Analysis of relative gene expression data using real-time
quantitative PCR and the 2(-Delta Delta C(T)) method. Methods.

[20] Cesarini V, Pisano C, Rossi G, Balistreri CR, Botti F, Antonelli G (2019). Regulation of PDE5 expression in human aorta and thoracic aortic
aneurysms. Sei Rep.

[21] Cameron SJ, Russell HM, Owens AP 3rd (2018). Antithrombotic therapy in abdominal aortic aneurysm: beneficial
or detrimental?. Blood.

[22] Fukuda N, Shimohakamada Y, Nakamori Y, Tominaga T, Shinohara K, Takahashi T (2002). [Thoracic aortic aneurysm with chronic disseminated intravascular
coagulation treated successfully with orally administered camostat mesilate,
warfarin and aspirin]. Rinsho Ketsueki.

[23] Furie B, Furie BC (1988). The molecular basis of blood coagulation. Cell.

[24] Cheng J, Wang Y, Pan Y, Li X, Hu J, Lü J (2019). Single-molecule nanomechanical spectroscopy shows calcium ions
contribute to chain association and structural flexibility of blood clotting
factor VIII. Biochem Biophys Res Commun.

[25] Ouchi G, Komiya I, Taira S, Wakugami T, Ohya Y (2022). Triglyceride/low-density-lipoprotein cholesterol ratio is the
most valuable predictor for increased small, dense LDL in type 2 diabetes
patients. Lipids Health Dis.

[26] Chiodelli P, Rezzola S, Urbinati C, Federici Signori F, Monti E, Ronca R (2017). Contribution of vascular endothelial growth factor receptor-2
sialylation to the process of angiogenesis. Oncogene.

[27] Laakkonen JP, Lähteenvuo J, Jauhiainen S, Heikura T, Ylä-Herttuala S (2019). Beyond endothelial cells: vascular endothelial growth factors in
heart, vascular anomalies and placenta. Vascul Pharmacol.

[28] Miller B, Sewell-Loftin MK (2022). Mechanoregulation of vascular endothelial growth factor receptor
2 in angiogenesis. Front Cardiovasc Med.

[29] George EL, Baldwin HS, Hynes RO (1997). Fibronectins are essential for heart and blood vessel
morphogenesis but are dispensable for initial specification of precursor
cells. Blood.

How the deposited data were processed for this re-analysis (not part of the article)

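The authors deposited a count and a FPKM value for each gene in each of the 6 libraries (NC-1, NC-2, NC-3, OE-1, OE-2 and OE-3). Before deposition, the authors counted reads per gene to make the counts, and the submitters' notes name HISAT2 and StringTie without versions or roles. The deposited FPKM values are the authors' counts divided by gene length and by a constant per library that is proportional to the DESeq2 size factor rather than to the library's total. The genome build, the annotation and the strand used for counting are not given in the sources used here. The paper names a stranded library kit and selection of polyadenylated RNA. Of the 61485 genes in the table, 58542 share an identifier with GENCODE release 29 on GRCh38, and 48237 have the same start and end there. Another 868 entries are unannotated genes without a symbol.
From the counts, edgeR 4.0.16 (R 4.3.3) computed TMM factors, CPM and a quasi-likelihood test of OE against NC over the 14928 genes that its filter on low counts kept. TMM factors were 1.15, 0.801 and 1.08 for NC-1, NC-2 and NC-3 and 1.08, 0.943 and 0.982 for OE-1, OE-2 and OE-3. Log2 fold changes are OE minus NC, and adjusted p values follow Benjamini and Hochberg. DESeq2 1.42.0 (Wald test, its own size factors and filter) and limma 3.58.1 (on log2 FPKM) gave alternatives. Means and SDs are of TMM-normalized CPM over 3 libraries per group unless FPKM is named. From the FPKM values, Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 computed expressed genes, correlations and principal components, and matplotlib 3.10.9 drew the figures.
In all, 34 gene lists were written from general knowledge, because the members of the GO and KEGG terms of the paper were not used here. Many of them follow terms that the paper reports, so they were not chosen blind to its result. The 32 lists with at least 5 tested members went through camera with a preset correlation of 0.01 between genes, with an estimated correlation as an alternative, and through a one-sided Fisher's exact test for enrichment of DEGs, each with Benjamini-Hochberg adjustment over the lists. The fibroblast and leukocyte markers had fewer than 5 tested members and were not tested as lists.
The genes named are those the paper names, the 12 DEGs with the largest fold changes in each direction (with a symbol, at least 1 CPM in the higher group and no overlap between groups), and from each list up to 4 members with the smallest adjusted p and the member with the highest mean CPM. Marker genes given in FPKM, such as MYH11 and EPCAM, and collagen genes near the floor were picked from their lists after their values were seen. Genes on the Y chromosome and XIST are not named. Some genes that this rule picks are not reported here.
On counts simulated for this comparison (14928 genes, OE against NC), edgeR recovered 18%, 76%, 92% and 96% of genes changed by folds of 2, 4, 8 and 16, with 12 false calls among 154, and DESeq2 recovered 36%, 86%, 96% and 98%, with 35 false calls among 195. A simulated list shifted 1.5-fold had an adjusted p of 9.95e-08 from camera, and 0 of 20 lists without a shift were called. Each gene was simulated independently of the others, so this does not show how often camera calls unshifted lists of correlated genes. In the real libraries, splits other than OE against NC gave 3 to 8 lists past camera. A simulated trend with a slope of -0.4 was recovered as -0.377 over 14638 genes.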

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

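The list tests in this part were planned, and the tests of explanations for the hypoxia targets were chosen after the result was seen. The 6 results are given because the paper does not discuss these gene groups.
Genes of the interferon response were higher in the OE group as a list (34 of 35 with a positive log2 fold change, median 0.44, camera adjusted p = 3.48e-14, and adjusted p = 0.0169 with an estimated correlation). The list was written in view of its member IFI27, which the paper names as a DEG. MX2 and IFI27 passed over all genes (6 higher when adjusted over the list alone, and 11 higher over all genes without NC-2), and both lost their calls without NC-1, NC-3, OE-1, OE-2 or OE-3 (adjusted p from 0.0725 to 0.331 from edgeR). IFI6, which restrains apoptosis in interferon-treated cells, had a log2 fold change of 2.11 (standard error 0.35, adjusted p = 0.0586).
Targets of HIF-1, which cells switch on when oxygen is low, were lower in the OE group (23 of 26 with a negative log2 fold change, median -0.73, camera adjusted p = 3.53e-18, and adjusted p = 0.0169 with an estimated correlation). EGLN3, CA9, BNIP3 and NDRG1, a stress-induced growth regulator that fell by 1.69 (standard error 0.24), passed over all genes (11 lower when adjusted over the list alone, and 16 lower over all genes without NC-2). The 4 lost their calls without NC-3, OE-1, OE-2 or OE-3, and NDRG1 also without NC-1 (adjusted p from 0.0725 to 0.354 from edgeR).
The tables argue against a single library as the source of the lower hypoxia targets, since the highest camera adjusted p with each library left out in turn was 1.48e-13, and against the gene length trend as the whole cause, since camera gave an adjusted p of 1.88e-18 once the trend was removed. None of 10000 random lists of the same size, matched on expression and gene length, had a median as low, the lowest being -0.29. Their genes were drawn one by one, so this does not allow for targets that vary together between cultures. The log2 fold change of HIF1A itself was 0.57, with a 95% interval from -0.02 to 1.16, so a fall below -0.02 lies outside the interval. The interval lies above a bar tied to the median of the targets, but that bar was chosen after the value was seen. With 1 library left out in turn, the log2 fold change of HIF1A ran from 0.38 to 0.73. These values argue against a fall of HIF1A messenger RNA as large as the targets' median of -0.73. A bar of 0 leaves a slight fall open, which is not decided here. Any lncRNA reads counted for HIF1A were not removed. HIF1A-AS1 had 126 to 154 counts in the OE libraries, against 1052 to 2165 for HIF1A. A difference in oxygen or cell density between the cultures, and an effect of HIF1A-AS1 on HIF-1 protein, may also account for the pattern and were not tested.
Genes of the unfolded protein and amino acid response were higher as a list (15 of 21 positive, median 0.25, camera adjusted p = 0.00191), with ATF3 the member that passed over all genes (1 higher when adjusted over the list alone, and 6 higher with a median of 0.47 without NC-2), but the adjusted p = 0.197 with an estimated correlation and 0.0546 without NC-1. ATF3 itself lost its call without NC-1, NC-3, OE-1, OE-2 or OE-3 (adjusted p from 0.111 to 0.331 from edgeR). Genes of MYC and ribosome biogenesis were higher as a list (14 of 18 positive, median 0.28, camera adjusted p = 0.0189), with none past edgeR's test over all genes or when adjusted over the list alone (1 with an unadjusted p under 0.05, and 0 higher and 0 lower with DESeq2), but the adjusted p = 0.126 with an estimated correlation, 0.0583 without NC-1, 0.0715 without NC-3 and 0.0591 without OE-2. The 13 genes of the mitochondrial genome all had positive log2 fold changes (median 0.43, camera adjusted p = 2.35e-04), with none past edgeR's test over all genes or when adjusted over the list alone (1 with an unadjusted p under 0.05, 0 higher and 0 lower with DESeq2, and 1 higher without NC-2), but the adjusted p = 0.267 with an estimated correlation. They are its protein-coding genes. The mitochondrial ribosomal RNA gene MT-RNR2, which was looked at after the result was seen, took 1.14% to 1.33% of the counts in the NC libraries and 2.26% to 3.09% in the OE libraries (log2 fold change 1.20, adjusted p = 0.191 from edgeR and 4.08e-04 from DESeq2). A difference in RNA selection or quality was not tested. The replication-dependent histones were listed as a check of RNA selection, since their transcripts mostly lack a poly(A) tail. For them, too, such a difference was not tested. The 12 tested replication-dependent histones all had negative log2 fold changes (median -0.57, camera adjusted p = 1.13e-06, and adjusted p = 0.0296 with an estimated correlation), with none past edgeR's test over all genes (6 with an unadjusted p under 0.05, and 0 higher and 0 lower with DESeq2), 4 lower when adjusted over the list alone and 3 lower over all genes without NC-2.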

How the results depend on the processing

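The removal of the gene length and GC content trends was chosen after the result was seen, and the other alternatives in this part were planned. HIF1A-AS1 passed as a DEG in each of 16 alternatives, with adjusted p up to 0.0500 (edgeR, without OE-1). Over 87 named genes and 1368 comparisons, 1061 stayed on the same side of the threshold (13 of them, in 5 genes, with a change of sign and no call in either), 158 lost the call, 149 gained it and 0 reversed. Over 32 lists and 542 comparisons, 519 stayed on the same side (30 of them, in 8 lists, with a change of direction and no call in either), 12 lost the call, 10 gained it and 1 reversed. Calls of single genes rest on 3 libraries per group and totals from 14631398 to 19762711 counts, which limits calls at small folds.
The 29 DEGs (13 higher, 16 lower) became 175 with DESeq2 (59 higher, 116 lower), 241 with no low-count filter (88 and 153), 68 with the gene length trend removed (28 and 40), 103 with the GC content trend removed (44 and 59), 1 with limma on FPKM with no filter (1 and 0) and 1 with glmTreat against a log2 fold change of 1 (1 and 0). All 29 were among those of DESeq2, no filter and both trend removals. At an adjusted p under 0.05 alone, the counts were 197 with DESeq2, 241 with no low-count filter, 68 and 134 with the length and GC trends removed, and 1 with limma without a filter, where 1933 genes had an unadjusted p under 0.05. Leaving out 1 library gave 1 to 497 DEGs (1 to 181 higher, 0 to 316 lower) and 1 to 1023 genes at an adjusted p under 0.05. The 497 and 1023 were without NC-2, 14 DEGs were left without NC-1, and 1 without each of NC-3, OE-1, OE-2 and OE-3. Of the 6 RT-qPCR genes, 2 were DEGs, against 6 with DESeq2, 6 with no low-count filter, 4 with either trend removed, 0 with limma without a filter, and 0 to 5 with 1 library left out. The cause was not tested.
With the replicate number as a block, 1.7e+02 DEGs (65 higher and 103 lower), 203 genes at an adjusted p under 0.05 and 5 of the 6 RT-qPCR genes were called, and the block changed no list call. The deviations of libraries with the same number correlated at 0.432, 0.444 and 0.0957, and NC-3 correlated best with OE-1 (0.257), so the numbers were not taken to pair the libraries.
With an estimated inter-gene correlation, 8 of the 15 lists passed camera. Lost were angiogenesis (adjusted p = 0.0980), coagulation (0.122), cholesterol biosynthesis (0.0965), glycolysis and the mitochondrial genome (both 0.267), the unfolded protein response (0.197) and MYC (0.126). Intrinsic apoptosis passed with no low-count filter (adjusted p = 0.0336) and with the GC trend removed (0.0371), p53 targets with limma without a filter (0.0368) and ribosomal proteins with DESeq2 (0.00952). With 1 library left out, the adjusted p from camera ran from 0.00185 to 0.0546 for coagulation, from 9.86e-05 to 0.0546 for the unfolded protein response, from 0.00505 to 0.0715 for MYC, from 0.0420 to 0.503 for intrinsic apoptosis, from 0.0158 to 0.682 for peptidase inhibitors, from 0.0370 to 0.616 for keratinocyte markers and from 3.62e-04 to 0.642 for ribosomal proteins, which reversed to higher in the OE group without NC-2 (3.62e-04).
With a group mean FPKM over 0, 27337 genes were expressed in NC, 25604 in OE and 23262 in both, with 4075 in NC only and 2342 in OE only. With a mean over 0.5, 1175 were in NC only and 630 in OE only, and with FPKM over 1 in every library 448 and 772. The lowest squared correlation between libraries was 0.907 with a pseudocount of 0.1, 0.858 for genes with a mean FPKM over 1 and 0.874 for TMM log2 CPM. In the same order, the means were 0.923, 0.904 and 0.915 within NC, 0.947, 0.953 and 0.963 within OE and 0.930, 0.916 and 0.929 between groups. The first principal component held 36.1% with genes scaled to unit variance, 33.2% with a pseudocount of 0.1, 55.9% for genes with a mean FPKM over 1, 52.97% for TMM log2 CPM and 48.0% to 54.6% with 1 library left out. The second held 25.7% for TMM log2 CPM and 21.7% to 26.4% with 1 library left out.
The 6 libraries make 10 splits of 3 against 3, so the share of splits with a result as large as the real one is at least 0.1. The real grouping was the 1 split that gave as many DEGs (29, highest of the others 0), genes at an adjusted p under 0.05 from edgeR (29, highest of the others 0) and lists past camera (15, highest of the others 8).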

Differences from the paper's values

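The gene length and GC content trends were removed after the result was seen, and the other alternatives in this part were set before the data were examined. The paper gives 175 DEGs at an adjusted p under 0.05 and an absolute log2 fold change over 1, against 29 here from edgeR at the same thresholds. DESeq2, with its own size factors and filter, gives 175 at these thresholds. The choice of method is thus enough to give the difference. The part of the test was not separated from that of the filter. DESeq2 (175), no low-count filter (241) and the replicate block (65 higher and 103 lower) fall within 1.5 times the paper's count, while DESeq2 size factors in edgeR, the limit of 1 CPM, each library left out, the 3 fits of limma on FPKM, glmTreat and removal of the gene length trend (68) or the GC content trend (103) do not.
The paper gives 116 upregulated and 59 downregulated DEGs, against 13 higher and 16 lower in OE relative to NC here. In this direction no low-count filter (88) is within 1.5 times of the 116, and none of the alternatives apart from 2 is within 1.5 times of the 59. Those 2 were chosen after seeing the result: removal of the GC content trend (59) and of the gene length trend (40). DESeq2 gives 59 higher and 116 lower. In the direction NC relative to OE, the counts here are 16 upregulated and 13 downregulated, and DESeq2 gives 116 and 59, the paper's counts. In that direction no low-count filter (153 and 88) and the replicate block (103 and 65) are also within 1.5 times of both, and the other alternatives are not. The axis of the volcano plot (Fig. 4C) is labelled NC vs OE. Read in that direction, the paper's upregulated DEGs match in number the genes that DESeq2 calls lower in the OE group. The paper names its RT-qPCR genes in the other direction, OE relative to NC.
The paper gives a mean of 44.3 M clean reads per sample, against a mean of 16.5 M deposited counts per library here. Reads and counts per gene are not on one scale, and no alternative applies.
The paper gives a 38-fold overexpression of HIF1A-AS1 by RT-qPCR, against a ratio of 407 in the counts here (95% counting interval 72.7 to 16125). None of the alternatives is within 1.5 times of the paper's fold. Without NC-1 the NC group had 0 counts, and the OE group was at least 87.9-fold higher against a floor of 3 counts. The limma values are set by the pseudocount, and the other alternatives run from 222 (without NC-3) to 389 (DESeq2).
The lowest squared correlation between libraries, of NC-1 with NC-2, is about 0.89 in Fig. 3B, read by eye, against 0.935 here. Genes with a mean FPKM over 1 (0.861) and TMM log2 CPM (0.874) differ from it by less than the SD of their own 15 pairs (0.0356 and 0.0338), and a pseudocount of 0.1 (0.907) by more than its SD (0.0133).
By RT-qPCR, the fold of IFI27 is about 7.1 in Fig. 6, read by eye, against 4.51 here, and the values without NC-2 (5.80), without OE-1 (4.90), without OE-3 (4.78) and with the GC content trend removed are within 1.5 times of it while the other alternatives are not. The folds of SERPINB2 and TXNIP are about 11 and about 11 in Fig. 6, read by eye, against 2.51 and 2.19 here, and none of the alternatives is within 1.5 times of them. The fold of FRY is about 0.025 in Fig. 6, read by eye, against 0.103 here, and without OE-1 (0.0461) it differs from the paper's value by less than its own standard error while the other alternatives do not.
The paper counts SERPINB2, TXNIP, S100A7 and FRY among its DEGs, and edgeR does not call them here. DESeq2 and no low-count filter call all 4, the replicate block calls SERPINB2, TXNIP and S100A7, and leaving out NC-2 calls SERPINB2, S100A7 and FRY. Removal of the gene length trend, chosen after seeing the values, calls SERPINB2 and S100A7 and leaves out 2 of the paper's 6, and removal of the GC content trend, also chosen after seeing the values, calls SERPINB2 and TXNIP and leaves out 2 of the 6.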

Other observations

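The tests on the marker genes and on NC-2 were chosen after the result was seen, and the list tests in this part were planned. Of the DEGs not named at a claim, 4 with a symbol were lower in the OE group, among them NDRG1, which is given with the hypoxia targets. TMEM45A, a membrane protein gene, fell by 1.65 on the log2 scale (standard error 0.21, adjusted p = 0.0316 from edgeR), SUGCT, a mitochondrial CoA transferase, fell by 1.76 (standard error 0.27, adjusted p = 0.0460) and FUT11, a fucosyltransferase, fell by 1.60 (standard error 0.25, adjusted p = 0.0483). TMEM45A, SUGCT and FUT11 were named after their values were seen. The unannotated gene without a symbol rose by 2.05 (standard error 0.30, adjusted p = 0.0454 from edgeR).
Other lists did not pass camera. Of 19 p53 targets, none passed over all genes from edgeR (4 with an unadjusted p under 0.05, 0 higher and 1 lower with DESeq2, 0 higher and 1 lower when adjusted over the list alone, and 3 higher and 2 lower without NC-2, camera adjusted p = 0.210), with the quinone oxidoreductase gene TP53I3 at -1.51 (standard error 0.35). Of 11 heat shock genes, none passed over all genes from edgeR or when adjusted over the list alone (0 with an unadjusted p under 0.05, 0 higher and 0 lower with DESeq2, median 0.04, mean -0.05, camera direction up, adjusted p = 0.721), with the chaperone HSPH1 at 0.35 (standard error 0.22). Of 14 epithelial markers, none passed over all genes from edgeR (3 with an unadjusted p under 0.05, 0 higher and 0 lower with DESeq2, 1 higher and none lower when adjusted over the list alone, and 3 higher with a median of 0.18 without NC-2, median -0.06, mean -0.02, camera direction up, adjusted p = 0.706), with the transcription factor OVOL1 at 0.86 (standard error 0.22). Of 5 endothelial markers, none passed over all genes from edgeR (1 with an unadjusted p under 0.05, 0 higher and 1 lower with DESeq2, 0 higher and 1 lower when adjusted over the list alone, and 1 higher and 1 lower without NC-2, camera adjusted p = 0.597), with the endothelial cadherin CDH5 at -1.88 (standard error 0.35). Of 36 ribosomal protein genes, 35 had negative log2 fold changes and none passed over all genes from edgeR or when adjusted over the list alone (0 with an unadjusted p under 0.05, 0 higher and 0 lower with DESeq2, camera adjusted p = 0.176). Without NC-2 the list was higher in the OE group (median 0.29, camera adjusted p = 3.62e-04), and it was lower without NC-1 (6.86e-04), without NC-3 (3.73e-04), without OE-2 (0.0219) and with DESeq2 (0.00952). In the counts, ribosomal protein genes took 8.32% in NC-2 and 4.65% to 5.88% in the other 5 libraries.
The keratin and other epithelial transcripts were abundant and the smooth muscle transcripts near 0 in all 6 libraries. A minority of epithelial cells in a culture that is mostly smooth muscle is argued against, since the summed FPKM of the contraction and matrix lists was at most 0.0531 of that of the keratinocyte and epithelial lists. A table of other samples than those the paper analysed is argued against, since 5 of 5 counts of expressed genes equal the paper's. That the sequenced cultures are mostly epithelial cells is the candidate explanation that these values go with. In all 6 libraries, 14 of 15 epithelial markers had over 1 FPKM, against 6 of 33 contraction genes and 0 of 12 fibroblast markers. The transcript profiles were thus epithelial rather than those of contractile smooth muscle. The source of such cells, and whether the cells of the other assays were the same, stay open.
NC-2 stood apart, at 2.36 times the distance between NC-1 and NC-3 from the nearer of them. The gene length trend and the GC content trend are argued against as the whole cause, since the ratio was 2.18 and 2.35 once each was removed. A few genes taking most of the counts is argued against, since the 20 most abundant genes took 15.8% of the counts in NC-2, within the range of the other libraries. An OE library with an NC label is argued against, since NC-2 had a HIF1A-AS1 count of 0. A difference in RNA quality, culture or library preparation may account for it, and no such record was analysed here.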
